# Transcriptome Analysis of Multiple Metabolic Tissues in High-Salt Diet–Fed Mice

**DOI:** 10.3389/fendo.2022.887843

**Published:** 2022-05-17

**Authors:** Fei Mao, E. Wang, Jing Xu, Jin Lu, Guofeng Yan, Li Fu, Yang Jiao, Ling Wu, Tiemin Liu, Yao Li

**Keywords:** HSD, transcriptome sequencing, metabolism, organokines, lipogenesis

## Abstract

High-salt diet (HSD) is associated with dysregulated metabolism and metabolic disorders. Although previous studies have indicated its effect on metabolic tissues, the involving molecular mechanisms are not quite understood. In the present study, we provided a comprehensive transcriptome analysis on multiple metabolic tissues of HSD-fed mouse model by RNA sequencing. We observed that several genes associated with *de novo* lipogenesis and cholesterol biosynthesis were significantly downregulated in white adipose tissue and liver tissue of HSD mice group, such as *Fasn*, *Scd1*, *Acaca*, and *Thrsp.* Furthermore, combined with secretome datasets, our results further demonstrated that HSD could alter expression levels of organokines in metabolic tissues, for example, *Tsk* and *Manf*, in liver tissue and, thus, possibly mediate cross-talk between different metabolic tissues. Our study provided new insight about molecular signatures of HSD on multiple metabolic tissues.

## Introduction

Salt, a traditionally taste enhancer, has been commonly used in most modern diets and attracted global attention because of its negative effects on human health (1). It has already been well-established that excessive salt intake may increase the risk of hypertension and induce cardiovascular diseases through different mechanisms of organ damage (2). More recently, a high-salt intake has been implicated in the development of chronic inflammation, insulin resistance, and metabolic disorders (3). Dietary sodium overload might affect directly or indirectly on fat distribution and possibly induce liver fibrosis and fatty liver (4–6). However, detailed molecular changes of metabolic organs induced by high-salt diet (HSD) are still unclear.

Adipose, skeletal, and hepatic tissues are the main endocrine organs that produce organokines including adipokines, myokines, and hepatokines, which have been increasingly under study because of close relation to metabolism (7). These organokines can be harmful or beneficial to the organism and perform cross-talk between tissues, acting through endocrine, paracrine, or autocrine pathways (8). For example, the liver transmits information and communicates with other organs including the CNS, adipose tissues, and skeletal muscle, in part, by producing hepatokines (8). In recent years, several hepatokines including Tsukushi (TSK), angiopoietin-like proteins (ANGTPLs), insulin-like growth factors (IGFs), IGF have been identified as information carrier to adipose tissues and skeletal muscles (9). Studies have examined for their roles in lipid and glucose homeostasis. Disruption in the ability of these tissues to communicate manifests as dysregulation of lipid handling and mitochondrial function in the liver, excessive cytokine and lipid release by adipose tissue, and ectopic fat deposition in skeletal muscle, thus resulting obesity and insulin resistance (9). Therefore, understanding the mechanisms involved in the secretory pattern can be useful in the investigation of different diseases. With the advent of the era of omics technology, multi-omics have been increasingly applied to reveal the mechanisms of many human diseases (10).Transcriptomic sequencing technology, also known as RNA sequencing (RNA-seq), has become a powerful tool widely applied to analyze alterations in transcriptional gene expression and enable a new way to unveil specific biological processes (BPs) and underlying novel mechanisms (10).

In our study, we analyzed body metabolism in a high-salt diet mice model by feeding 6-week-old C57BL/6 male mice 12 weeks of 8% NaCl diet. Through whole-transcriptome sequencing on metabolic tissues, including liver, muscle, and white adipose tissue (WAT), we aim to reveal altered patterns of gene expression induced by high-salt diet. We further performed differentially expression analysis and pathway enrichment analysis and screened for all secretomes detected in HSD group compared to control (CON) group. To our knowledge, the comprehensive transcriptome analysis of metabolic tissues of high-salt diet mouse model has not been reported yet. This work demonstrated significantly changed gene expression of metabolic tissues after chronic high-salt intake, indicating possible mechanisms at a molecular level from a new perspective.

## Methods

### Animal Experiments

Six-week-old male C57BL/6 mice were purchased from Lin Chang Laboratory Animal Care, Shanghai, and housed in the Department of Laboratory Animal Science, Shanghai Jiao Tong University School of Medicine, China. One day after arrival, they were habituated for 1 week and then randomly divided into two main groups on normal diet and HSD (8% NaCl), respectively. All mice were housed at 21°C ± 1°C with 55% ± 10% humidity and a 12-h light/12-h dark cycle. Analysis was performed at the end of week 12. After that, mice were anesthetized and sacrificed. Whole liver tissue, epididymal WAT (eWAT), and inguinal WAT (iWAT) were obtained; liver, total eWAT, and total iWAT fat mass weight were recorded. Tissue samples, including liver, WAT, and quadriceps (QU) muscles, were harvested for further analysis.

### Histological Analysis

Formalin-fixed and paraffin-embedded mouse WAT and liver sections were stained. Frozen sections from CON and HSD mice were stained with hematoxylin for 5 min, and Hematoxylin and Eosin (H&E) staining was performed for detection of lipid accumulation in the liver and WAT. Frozen liver sections from HSD and CON mice were stained with 0.5% oil red O staining reagent for 20 min.

### RNA Extraction, Transcriptome Analysis, and qPCR Analysis

RNA was extracted from liver, eWAT, and QU muscle using traditional TRIzol methods. All samples passed through the following three steps before library construction: (i) NanoDrop for RNA purity check, OD260/OD280 in a range of 1.95–2.05; (ii) agarose gel electrophoresis for RNA integrity and potential contamination; and (iii) Agilent 2100 for confirming RNA integrity.

RNA libraries were constructed by using rRNA-depleted RNAs with the TruSeq Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Libraries were controlled for quality and quantified using the BioAnalyzer 2100 system (Agilent Technologies, Inc., USA). Libraries of 10 pM were denatured as single-stranded DNA molecules, captured on Illumina flow cells, amplified *in situ* as clusters and finally sequenced for 150 cycles on Illumina NovaSeq 6000 platform according to the manufacturer’s instructions. Paired-end reads were harvested from Illumina NovaSeq 6000 sequencer and were quality controlled by Q30. After 3′ adaptor trimming and low-quality reads removing by cutadapt software (v1.9.3), the high-quality clean reads were aligned to the reference genome (UCSC MM10) with hisat2 software (v2.0.4). Then, guided by the Ensembl gtf gene annotation file, cuffdiff software (part of cufflinks) was used to get the gene level FPKM (fragments per kilobase of transcript per million fragments mapped) as the expression profiles of mRNA. Differential expression analysis of two groups was performed using the DESeq2 R package. For RNA-seq, an adjusted false discovery rate (FDR) < 0.05 and |Fold Chang| ≥ 2 were used as the cutoff values for identifying differentially expressed genes (DEGs).

For the quantitative polymerase chain reaction (qPCR) analysis, 1 µg of total RNA was reverse transcribed as cDNA by PrimeScript™RT Master Mix (Takara,RR036A). The qPCR analysis was performed on quantitative realtime PCR system (Roche, LightCycler 480) with SYBR Green Master Mix (Thermo Fisher Scientific, 4309155). Internal control using Gapdh gene for data analysis and cycle threshold (Ct) values was calculated using the 2^ΔΔ-Ct^ method. The primer sequences used in this study are shown in **Supplementary Table 1**.

### Gene Enrichment Analysis

Database for Annotation, Visualization, and Integrated Functional Annotation Tool was used to perform Gene Ontology (GO) terms, including BP, cell component, and molecular function, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. The top altered GO terms and KEGG pathways are shown in **Supplementary Table 4**. A corrected p-value < 0.05 was considered significantly enrichment.

### PPI Network and Module Analysis

The protein–protein interaction (PPI) network was built by using Metascape for the Retrieval of Interacting Genes. The uploaded genes were clustered into networks to detect significant functional modeules. Cytoscape was used to visualize the PPI network and to calculate the network based on interaction of protein information.

### Statistical Analysis

Data are expressed as the mean ± SEM, and statistical analyses were completed using GraphPad 8.0. Student’s t-test was used to compare the difference between two groups, and differences were considered statistically significant at p < 0.05.

## Results

### Long-Term High-Salt Intake Decreases Fat Deposition in Adipose Tissue of C57BL6 Mouse

It has been reported that high-salt diet could alter fat deposition and liver metabolism accompanied by metabolic changes. To understand the detailed changes of metabolic tissues induced by high-salt diet, we established mice models by feeding mice with 8% high-salt diet and 0.9% saline for 12 weeks (8% NaCl + 0.9% saline water, as the HSD group). Their control group of mice was fed with chow diet and tap water for 12 weeks (CON) (**Figure 1A**). After 12 weeks of high-salt diet, urine Na^+^ output and aldosterone level of mice were significantly altered as reported by previous study (**Supplementary Figure 1**). Interestingly, we found body weight of HSD group of mice decreased by 6% compared with CON group of mice (**Figure 1B**). Liver weight and fat mass of HSD mice decreased compared with CON mice by 20% and 40%, respectively (**Figures 1C, D**). Of note, eWAT mass decreased most significantly in HSD mice compared to CON by 50%. Body composition analysis further confirmed the result (**Figures 1E, F**). H&E staining of WAT tissue revealed decreased adipocyte volume, and liver oil staining revealed decreased lipid accumulation in HSD group of mice (**Figure 1G**). These results indicated that HSD intake could negatively regulate fat deposition of male mice. Feed intake and body metabolism were measured for 3d using CLAMS after HSD and CON diets were fed for 12 weeks. Feed intake and respiratory exchange ratio (RER) of HSD group were significantly higher than CON group (**Figures 1H, I**). However, metabolic rate in the HSD mice remained unchanged (**Figure 1J**). To comprehensively understand the molecular signature of metabolic tissues in HSD-fed mice, compared to their age matched controls, we further performed RNA-seq of liver, WAT, and QU muscle samples.

**Figure 1:**
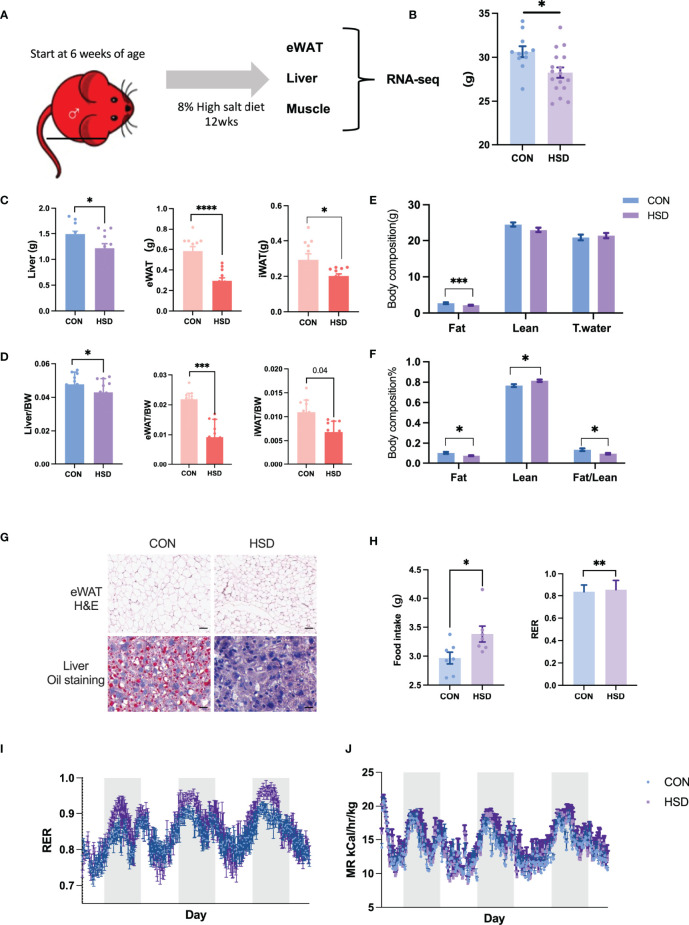
Metabolic parameters of 12 weeks high-salt diet–induced mouse model. **(A)** Workflow of RNA-seq in three metabolic tissues of high-salt diet–induced mouse model. **(B)** Body weight, **(C)** metabolic tissue weight, **(D)** tissue to body weight, and **(E, F)** body composition measured in HSD and CON mice. **(G)** Representative H&E and oil red O staining of liver and eWAT of HSD mice group compared to CON group. **(H)** Feed intake and RER level of HSD and CON mice group. **(I, J)** RER and metabolic rate detected by metabolic cage of HSD and CON mice group. Data are presented as mean ± SEM. ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, and ^****^ *P* < 0.0001 compared to the control group. The scale bar represents 50 µm. n = 6–10 per group.

### Long-Term High-Salt Intake Changes RNA Expression in Different Metabolic Tissues

Because eWAT mass showed more decrease in mass than iWAT mass in HSD group with no significant change in energy expenditure, we chose to focus on eWAT for further investigation. After RNA was extracted from liver, muscle, and eWAT tissue, transcriptome sequencing was performed to analyze the transcriptional changes of gene expression. 

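The deposited expression values covered 18 libraries, with 3 CON and 3 HSD mice for each of the 3 tissues. The mice were 18 weeks old, and the HSD group had received 8% NaCl in the diet and 0.9% saline as drinking water for 12 weeks. RNA was extracted with TRIzol, depleted of rRNA, made into stranded libraries and sequenced from both ends on an Illumina NovaSeq instrument. The authors trimmed the reads with cutadapt, aligned them to mouse build mm10 with hisat2 and computed FPKM with cuffdiff, that is, fragments scaled by the length of a gene and the total of the library. Figures 2B and 3B and Supplementary Table 2 use 15 of these libraries. The liver libraries CON16L and HS5L and the eWAT library HS5W are not among them, and the paper gives no reason. Values are therefore given over the study's libraries first and then over all libraries of a tissue. CON16L held skeletal muscle transcripts, with a median of 63 FPKM for 30 markers against at most 0.231 in the other liver libraries. Values over all liver libraries, and those of HS5L against CON16L, may reflect this as well as the diet. The HSD and CON groups were compared within each tissue by limma on log2(FPKM + 0.5), for genes with a mean FPKM of at least 0.5 over the fitted libraries. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. All p-values are 2-sided. An exact permutation test of 3 mice against 3 cannot give a p below 0.1, so single genes are reported with the adjusted p of limma. Positions of genes are on mm10.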

The RNA-seq data for all samples have been deposited in the GEO database with accession number GSE197972. The quality of mRNA-seq data from all samples is summarized in **Supplementary Table 2**, with Q30 for all samples above 90% of reads. 

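The FPKM of 18343 of the 18822 genes with a value above 0 were whole numbers of fragments at the exon length of the annotation, which gave the fragments behind each value. Between 7628071 and 16637489 fragments per library fell on the listed genes, with a median of 12352228.5 over the 18 libraries. The median was 9148286 in the CON group and 10380426 in the HSD group of liver, 16034781 and 13084965 in eWAT, and 11843643 and 12985164 in muscle. The share of these fragments on mitochondrially encoded genes differed most between liver libraries. It was 60.82% in CON14L (Wilson interval at 95% confidence, 60.78 to 60.85), 37.84% in CON72L (37.81 to 37.88), 16.26% in HS2L (16.24 to 16.28) and 15.38% in HS4L (15.36 to 15.41). In the liver libraries that the study did not use, it was 25.71% in CON16L (25.68 to 25.73) and 44.39% in HS5L (44.36 to 44.42). These intervals cover counting error only. The share lay between 3.52% (3.51 to 3.53) in HS3W and 5.11% (5.1 to 5.12) in HS5W for eWAT, and between 11.32% (11.3 to 11.33) in HS2M and 16.5% (16.48 to 16.52) in CON71M for muscle. For CON14L, CON72L, HS2L and HS4L, the paper's reported mapped reads are 71.23%, 78.46%, 84.4% and 83.78%.

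**Figure D1:**
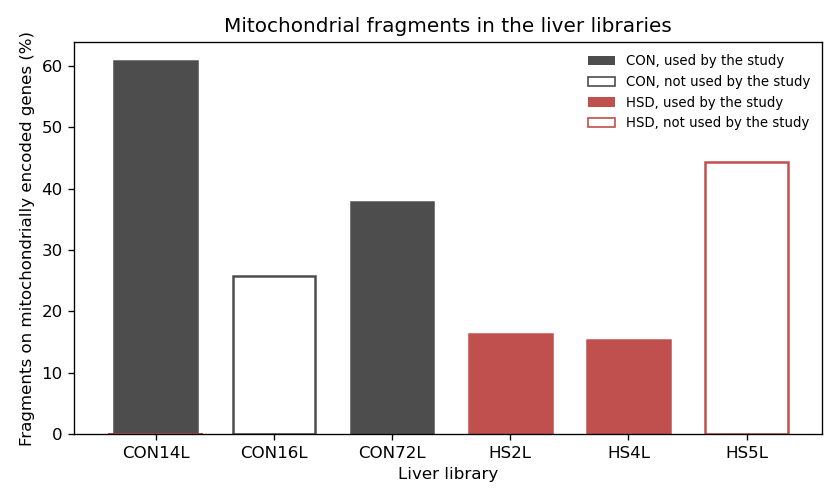
Percent of the fragments of each liver library that fell on mitochondrially encoded genes, 1 bar per library from 0. CON14L had the highest share (60.82%) and HS4L the lowest (15.38%), and among the libraries that the study did not use HS5L (44.39%) lay above CON16L (25.71%).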

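The deposited FPKM are whole fragments divided by gene length and library total, so no further correction between libraries is contained in them. The median FPKM of a library lay between 5.97 and 7.10 in eWAT, with the highest value in HS3W, between 1.79 and 2.27 in liver and between 2.61 and 2.96 in muscle. In a PCA of the 6 libraries of each tissue, the first component held 52.8% of the variance in liver, 73.5% in eWAT and 37.2% in muscle. On this component of liver, the CON libraries CON14L, CON72L and CON16L scored −65.04, −10.81 and 42.64, and the HSD libraries HS5L, HS2L and HS4L scored −32.78, 27.72 and 38.27. In eWAT, HS3W scored 124.52 and the other libraries between −40.58 and −8.33. In muscle, the CON libraries scored between −18.92 and −9.24 and the HSD libraries between 3.17 and 23.4.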

Normalized gene counts were detected after batch-effect correction by interquartile range boxplot, and Principal Component Analysis (PCA) analysis shows normalized read counts in each mouse sample. Gene expression pattern was demonstrated by the hierarchical clustering analysis and heatmap, in which, samples among each group are closely clustered, which indicated a higher repeatability in biological replication (**Supplementary Figure 2**). 

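Pearson's r between libraries was computed across 13067 genes, which are not independent replicates. The largest r between libraries of different tissues was 0.648, and the smallest r between libraries of 1 diet was 0.868 in liver, 0.769 in eWAT and 0.983 in muscle. The nearest library of each library was found by another r, across the genes tested in its own tissue (10317 in liver, 13740 in eWAT and 10834 in muscle). It had the same diet for 3 of the 6 liver libraries, 5 of the 6 eWAT libraries and 5 of the 6 muscle libraries. In liver, HS2L and HS4L were nearest to each other (r = 0.982) and CON16L was nearest to CON72L (r = 0.906). CON14L was nearest to HS5L (r = 0.951), CON72L to HS2L (r = 0.960) and HS5L to CON72L (r = 0.959). In eWAT, HS5W was nearest to CON72W (r = 0.974), and the nearest library of HS3W was HS5W (r = 0.762). In muscle, HS2M was nearest to CON16M (r = 0.982).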

During the identification of DEGs, a fold change ≥ 2 and FDR < 0.05 were used as screening criteria. Through differential analyses, we identified altogether 653 DEGs in the liver tissue of high-salt group, of which 354 were upregulated and 299 were downregulated. 

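Over the study's 2 CON and 2 HSD liver libraries, 9970 genes were tested and 35 were called as DEGs, of which 20 were upregulated and 15 downregulated. An unadjusted p under 0.05 was reached by 3164 genes. All 653 of the paper's DEGs changed in the paper's direction here, 632 of them with an unadjusted p under 0.05, and 28 were among the 35. The paper picked these genes on the same libraries, so this is not independent evidence. The HSD libraries lay entirely above or below the CON libraries for 64.6% of the genes tested, where chance gives 33.3%. Over all 3 CON and 3 HSD liver libraries, 0 of 10317 genes were called and 592 had an unadjusted p under 0.05. The smallest adjusted p of limma was 0.0918. These libraries include CON16L with its skeletal muscle transcripts. There the groups did not overlap for 12.1% of the genes, where chance gives 10%. Without CON16L, 1 gene was called, and with limma's arrayWeights, 926 were. The count of DEGs over the study's libraries ranged from 0 with no filter on low FPKM to 1817 when all tissues shared 1 estimate of the spread between libraries. The median log2 fold change of all genes was 0.24 with FPKM as deposited, −0.061 after median-ratio scaling, 0.015 after quantile normalization and −0.43 with mitochondrially encoded genes left out. The split of the calls moved with it, to 10 up and 24 down after median-ratio scaling, 1 up and 5 down after quantile normalization, and 26 up and 170 down with mitochondrially encoded genes left out. Upregulated genes were 253 of 322 calls among genes with a mean FPKM of at least 1, and 181 of 238 calls with a pseudocount of 1. *Serpina7* (ENSMUSG00000031271, chromosome X, 139079257 to 139085236) showed the largest rise, from 5.88 ± 5.82 FPKM (SD, n = 2) in the CON group to 233.0 ± 34.4 (SD, n = 2) in the HSD group, on 33 to 6539 fragments per library. The log2 fold change was 5.57 (standard error 0.66, adjusted p = 0.0186 from limma). The next largest rises were those of *Pcp4l1* (log2 fold change 3.60), *Cyp4a14* (3.58), *Cyp39a1* (2.497) and *Trp53inp1* (2.42). The largest falls were those of *Chrna4* (−3.88, on 3 and 5 fragments in the HSD libraries), *Ptgds* (−3.60, on 4 and 7 fragments there), *Aacs* (−3.26) and *Acacb*. *Gm17662*, annotated with 24 bases, had at most 2 fragments in any library and is given no fold change. Between CON16L and HS5L, *Pcp4l1* (8.07 and 5.12 FPKM), *Cyp4a14* (9.46 and 3.91 FPKM) and *Ptgds* (1.67 and 7.31 FPKM) differed in the opposite direction. *Serpina7* (15.7 and 79.8 FPKM), *Cyp39a1* (1.30 and 1.49 FPKM), *Trp53inp1* (7.54 and 9.97 FPKM), *Chrna4* (1.25 and 0.676 FPKM) and *Aacs* (5.45 and 3.89 FPKM) differed in the same direction as in the study's libraries.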

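In eWAT, limma called 0 of 13844 genes over the study's 3 CON and 2 HSD libraries and 0 of 13740 genes over all 6 libraries. An unadjusted p under 0.05 was reached by 2720 and 2298 genes, and the smallest adjusted p was 0.165 and 0.083. The HSD libraries lay entirely above or below the CON libraries for 43.2% of the genes over the study's libraries, where chance gives 20%, and for 28.6% over all libraries, where chance gives 10%. Of the 996 DEGs that the paper lists in Supplementary Table 3, 887 were tested over the study's libraries. All 887 changed in the paper's direction, 593 of them with an unadjusted p under 0.05, which is not independent evidence since the paper picked them on these libraries. Over all libraries, 869 were tested, again all in the paper's direction, and 396 had an unadjusted p under 0.05. The study's upregulated genes had a median log2 fold change of 1.73 over its libraries (576 tested, of which 290 had an unadjusted p under 0.05, 0 passed over all genes and 215 passed when adjusted over the list alone) and of 1.19 over all libraries (564 tested, with 117, 0 and 0 by the same counts). The downregulated genes had −1.28 (311 tested, with 303, 0 and 303) and −1.15 (305 tested, with 279, 0 and 276). In HS5W, which the study did not use, 34.2% of the upregulated genes lay above every CON library against 34.1% of all genes, and 94.8% of the downregulated genes lay below every CON library against 29.8% of all genes. Without HS3W, 160 of 13245 genes were called, 29 upregulated and 131 downregulated, and 109 of these are DEGs of the paper. The count moved most with all tissues sharing 1 estimate of the spread over the study's libraries (570) and with limma's arrayWeights over all libraries (220).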

We identified DEGs in the eWAT tissue of high-salt group, of which 667 were upregulated and 329 were downregulated (**Table 1**). In addition, we identified altogether 57 DEGs in muscle tissues, most of which were downregulated. 

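In muscle, where the study used all 6 libraries, 35 of 10834 genes were called, 11 upregulated and 24 downregulated, and 1761 had an unadjusted p under 0.05. The HSD libraries lay entirely above or below the CON libraries for 22.3% of the genes, where chance gives 10%. The copy of the paper's list of muscle DEGs holds 56 genes, against the paper's 57, so no overlap with it was computed. With the replicate number as a block, 54 genes were called, which include the same 35. Without HS2M, 61 genes were called, and without CON72M, 10. At an adjusted p under 0.05 alone, the count was 97, with no filter on low FPKM it was 7, and with all tissues sharing 1 estimate of the spread it was 5.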

In the liver tissue, DEGs included the genes encoding for lipid metabolism (such as *Fasn*, *Acaca*, *Acyl*, and *Thrsp*) were found downregulated (**Table 2**). 

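In the study's libraries, *Fasn* (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547) had an FPKM of 48.1 ± 18.0 (SD, n = 2) in the CON group and 9.58 ± 1.49 (SD, n = 2) in the HSD group, on 973 to 6092 fragments per library. This gave a log2 fold change of −2.23 (standard error 0.41, adjusted p = 0.0574 from limma). *Acaca* (ENSMUSG00000020532, chromosome 11, 84129672 to 84401651) had 3.97 ± 0.40 (SD, n = 2) and 1.86 ± 0.45 (SD, n = 2) FPKM on 274 to 664 fragments, with a log2 fold change of −0.93 (standard error 0.28, adjusted p = 0.0824 from limma). *Acly* (ENSMUSG00000020917, chromosome 11, 100476353 to 100528000), which the sentence writes as *Acyl*, had 26.1 ± 11.6 (SD, n = 2) and 11.2 ± 3.65 (SD, n = 2) FPKM on 474 to 1654 fragments, with a log2 fold change of −1.15 (standard error 0.44, adjusted p = 0.121 from limma). *Thrsp* (ENSMUSG00000035686, chromosome 7, 97412938 to 97417730) had 133.8 ± 24.2 (SD, n = 2) and 8.85 ± 0.99 (SD, n = 2) FPKM on 186 to 3022 fragments, with a log2 fold change of −3.84 (standard error 0.41, adjusted p = 0.0131 from limma), and was the only 1 of the 4 past the threshold. With mitochondrially encoded genes left out, the setting that moved these values most, the log2 fold changes were −3.00, −1.67, −1.91 and −4.62. Across the alternatives, the adjusted p of limma ranged from 0.00131 to 0.192 for *Fasn*, from 0.0209 to 0.193 for *Acaca*, from 0.0313 to 0.224 for *Acly* and from 3.04e-05 to 0.192 for *Thrsp*. The calls of *Fasn*, *Acly* and *Thrsp* changed with the processing, while *Acaca* was called under none of the alternatives over these libraries. Without CON72L, *Acly* had −0.69. In the libraries that the study did not use, CON16L and HS5L had 35.7 and 28.7 FPKM of *Fasn*, 3.50 and 4.17 of *Acaca*, 15.3 and 11.2 of *Acly*, and 91.2 and 58.6 of *Thrsp*. With all 6 libraries, the log2 fold changes were −1.59, −0.55, −0.91 and −2.77, each with an adjusted p of 0.764 from limma. The groups then overlapped for *Acaca*, and each HSD library was below each CON library for the other three.

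**Figure D2:**
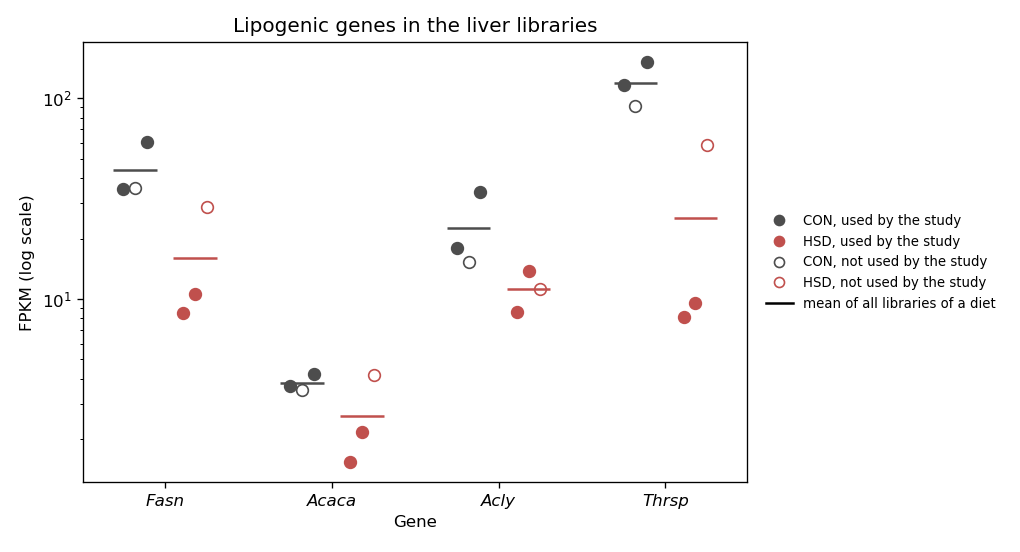
FPKM of *Fasn*, *Acaca*, *Acly* and *Thrsp* in each liver library on a log axis, by diet. Filled points are libraries used by the study, hollow points are those it did not use (CON16L and HS5L), and lines are the means of all libraries of a diet. HS5L lies between the other HSD libraries and the CON libraries for *Fasn* (28.7 FPKM) and *Thrsp* (58.6 FPKM), and within the CON libraries for *Acaca* (4.17 FPKM).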

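For eWAT, *Fasn* had an FPKM of 531.1 ± 183.2 (SD, n = 3) in the CON group and 46.9 ± 0.49 (SD, n = 2) in the HSD group of the study's libraries, on 6262 to 122503 fragments per library. Its log2 fold change was −3.42 (standard error 0.35, adjusted p = 0.165 from limma). *Scd1* (ENSMUSG00000037071, chromosome 19, 44394455 to 44407879) fell from 4588 ± 246 (SD, n = 3) to 1694 ± 796 (SD, n = 2) FPKM, a log2 fold change of −1.52 (standard error 0.45, adjusted p = 0.200 from limma). *Acaca* had a log2 fold change of −2.01 (standard error 0.28, adjusted p = 0.165 from limma) and *Thrsp* of −2.20 (standard error 0.57, adjusted p = 0.179 from limma). Of the fatty acid transport genes, *Fabp5* (ENSMUSG00000027533, chromosome 3, 10012548 to 10016607) fell from 35.01 ± 3.86 (SD, n = 3) to 13.4 ± 6.35 (SD, n = 2) FPKM, a log2 fold change of −1.43 (standard error 0.31, adjusted p = 0.173 from limma). *Fabp1* (ENSMUSG00000054422, chromosome 6, 71199827 to 71205023) fell from 18.6 ± 4.90 (SD, n = 3) to 0.824 ± 0.334 (SD, n = 2) FPKM on 4 to 197 fragments, a log2 fold change of −3.84 (standard error 0.30, adjusted p = 0.165 from limma). *Fabp1* had 1917 to 7087 FPKM in the liver libraries, and the share of liver RNA that hepatocyte markers give for the control eWAT libraries was 0.463%, 0.718% and 0.218%. Each HSD library was below each CON library for all 6 genes. In HS5W, which the study did not use, the FPKM were 85.5 for *Fasn*, 2757 for *Scd1*, 21.4 for *Acaca*, 277.6 for *Thrsp*, 1.11 for *Fabp1* and 23.2 for *Fabp5*, again below every CON library. In all 6 libraries together, the log2 fold changes were −3.13, −1.26, −1.76, −1.75, −3.74 and −1.15, with an adjusted p from limma between 0.083 and 0.248. The alternative that moved *Fasn* most was limma's arrayWeights over the study's libraries, with −3.52, and its adjusted p from limma ranged from 0.00227 to 0.521 across the alternatives there. HS3W, a library with epididymal transcripts, had the lowest value of the HSD libraries for each of these genes, and without it the log2 fold change over the study's libraries was −1.02 for *Scd1*, −1.39 for *Thrsp* and −0.95 for *Fabp5*.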

DEGs in eWAT tissue including several key lipogenic genes (such as *Fasn*, *Scd1*, *Acaca*, and *Thrsp*) and fatty acid transport genes (such as *Fabp1* and *Fabp5*) were also found downregulated. All of DEGs listed in enriched pathways were listed in **Supplementary Table 3**. To confirm the changes in gene expression determined by RNA-seq, we performed quantitative real-time quantitative PCR (RT-qPCR) assays for representative genes in lipogenic and fatty acid metabolism pathways from HSD group to validate mRNA-seq data (**Supplementary Figure 2**).

**Table 1:** DEGs detected in different metabolic tissues from RNA-seq in HSD group.

CON	HSD	Upregulated	Downregulated	Total DEGs
Liver	Liver	354	299	653
eWAT	eWAT	667	329	996
Muscle	Muscle	14	43	57

DEGs, differentially expressed genes; CON, Control; HSD, high-salt diet.

**Table 2:** Key DEGs significantly changed in metabolic tissues of HSD group.

eWAT		Liver		Muscle	
HSD vs. CON		HSD vs. CON		HSD vs. CON	
*Gene Name*	Log2 Fold Change	*Gene Name*	Log2 Fold Change	*Gene Name*	Log2 Fold Change
*Fasn*	−3.60	*Thrsp*	−4.31	*Fbxo32*	1.45
*Acaca*	−2.11	*Dhcr7*	−1.91	*Myom3*	−1.01
*Scd1*	−1.52	*Lpin1*	−2.09		
F*abp5*	−1.47	*Acaca*	−1.31		
*Fabp1*	−4.56	*Fasn*	−2.53		
*Thrsp*	−2.13	*Mvd*	−1.62		

DEGs, differentially expressed genes; CON, control; HSD, high-salt diet.

### Altered Level of Hepatokines and Reduction of Lipid Metabolism in Liver of HSD-Fed Mice

Heatmap and volcano plot showed most DEGs between HSD and CON group of liver tissue (**Figures 2A, B**). To explore the possible functions, these DEGs, GO, and KEGG enrichment analysis were conducted among these DEGs induced by HSD. The GO enrichment analysis of BP suggested that defense response to virus, response to interferon-beta, acetyl-CoA metabolic process, and negative regulation of sterol transport were downregulated; whereas carboxylic acid metabolic process and cellular amide metabolic process were upregulated in the liver of HSD group (**Figures 2C, D** and **Supplementary Table 4**). 

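Supplementary Table 4 names the DEGs behind each term, and these were followed in the liver libraries. The paper picked them on these libraries, so the values are not independent evidence. Over the study's libraries, the median log2 fold change was −1.29 for the 19 genes of defense response to virus, −1.52 for the 8 of response to interferon-beta, −1.30 for the 5 of acetyl-CoA metabolic process and −1.05 for the 3 of negative regulation of sterol transport. It was 1.91 for 57 genes of carboxylic acid metabolic process and 1.72 for the 56 of cellular amide metabolic process. Over all 6 libraries, the medians in the same order were −0.83, −1.08 (7 genes), −1.44, −0.52, 1.007 and 0.83. Between HS5L and CON16L, the libraries that the study did not use, 7 of 19, 3 of 7, 4 of 5 and 0 of 3 downregulated genes were lower in HS5L, and 11 of 57 and 8 of 56 upregulated genes higher. A list of 33 interferon-stimulated genes, 11 of which are liver DEGs of the paper, had a median log2 fold change of −0.88 over the study's libraries. Of 29 genes tested, 26 fell, 15 had an adjusted p under 0.05 when adjusted over the list alone and 2 over all genes (limma's camera, adjusted p = 1.1e-13 over the lists). With all 6 libraries the median was −0.58 with 26 of 29 genes lower (limma's camera, adjusted p = 5.33e-16), and 1 gene passed when adjusted over the list alone. No other split of the 6 libraries gave a median as large (exact permutation test over 10 splits, p = 0.1, the smallest they can give). In the unused pair, HS5L against CON16L, the median was −0.125, close to that of all genes (−0.12), so the fall over all 6 libraries did not come from this pair. With mitochondrially encoded genes left out, the alternative that moved the list most, the medians were −1.63 and −0.97.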

Consistently, the KEGG pathway analysis revealed that the AMPK signaling pathway and fatty acid biosynthesis were downregulated in liver of HSD group; whereas fatty acid degradation was upregulated (**Figures 2E, F** and **Supplementary Table 4**). Furthermore, we analyzed PPIs for downregulated genes with a PPI network and found that lipid synthetic genes like *Fasn*, *Acc1*, and *Acly* showed decreases in HSD group of mice (**Figure 2G**).

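The 7 DEGs that Supplementary Table 4 gives for the AMPK signaling pathway had a median log2 fold change of −1.03 over the study's libraries, and the 3 given for fatty acid biosynthesis had −2.23. In that table, the q-values of both terms are above the paper's own threshold for enrichment. The 10 given for fatty acid degradation had 2.01. In all 6 libraries together the medians were −0.55, −1.59 and 0.98, and 0 of the 10 genes of fatty acid degradation were higher in HS5L than in CON16L. Lists that did not come from the paper's DEGs were tested beside them. De novo lipogenesis (16 genes, 6 of them liver DEGs of the paper) had a median of −0.93 over the study's libraries with 14 of 15 genes lower (limma's camera, adjusted p = 7.76e-08), where 5 genes passed when adjusted over the list alone and 2 over all genes. It was −0.55 over all 6 libraries, again with 14 of 15 lower (limma's camera, adjusted p = 4.11e-10), where 2 genes passed over the list alone and 0 over all genes. Of the 10 splits of the 6 libraries, 3 gave a median as large (exact permutation test, p = 0.3). Without CON72L, the median over the study's libraries was −0.55, and without CON14L the median over all libraries was −0.84. Cholesterol biosynthesis (20 genes) had −0.43 over either set, with an adjusted p of 0.00818 and 1.25e-07 from limma's camera. Fatty acid degradation (25 genes, 6 of them liver DEGs) had 1.21 with 22 of 24 genes higher (limma's camera, adjusted p = 1.09e-05) and 0.56 over all libraries with 21 of 24 higher (limma's camera, adjusted p = 0.0134). Without CON14L the latter was 0.22, and without HS5L 0.995. With the mitochondrial share of a library as a covariate over all 6 libraries, a model chosen after the data were seen, it was −0.098. Camera was run with an inter-gene correlation of 0.01. With limma's fry, of all lists and tissues only nuclear-encoded oxidative phosphorylation in the study's eWAT libraries stayed under 0.05 (adjusted p = 0.0122 from limma), and with an estimated correlation none did.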

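Acc1 is the protein of *Acaca*. The paper's DEGs also include its paralog *Acacb* (ENSMUSG00000042010, chromosome 5, 114146535 to 114250761), which fell from 5.74 ± 0.91 FPKM (SD, n = 2) to 0.354 ± 0.050 (SD, n = 2) in the study's libraries, on 32 to 469 fragments. The log2 fold change was −2.86 (standard error 0.26, adjusted p = 0.0076 from limma). CON16L had 6.49 and HS5L 0.838 FPKM, and over all 6 libraries the log2 fold change was −2.70 (standard error 0.25, adjusted p = 0.0918 from limma), with each HSD library below each CON library. Among the other genes of Table 2, *Dhcr7*, *Lpin1* and *Mvd* had log2 fold changes of −1.49, −1.73 and −1.30 over the study's libraries and −1.42, −1.67 and −1.44 over all libraries, with adjusted p from limma between 0.0574 and 0.0587 and between 0.550 and 0.677.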

**Figure 2:**
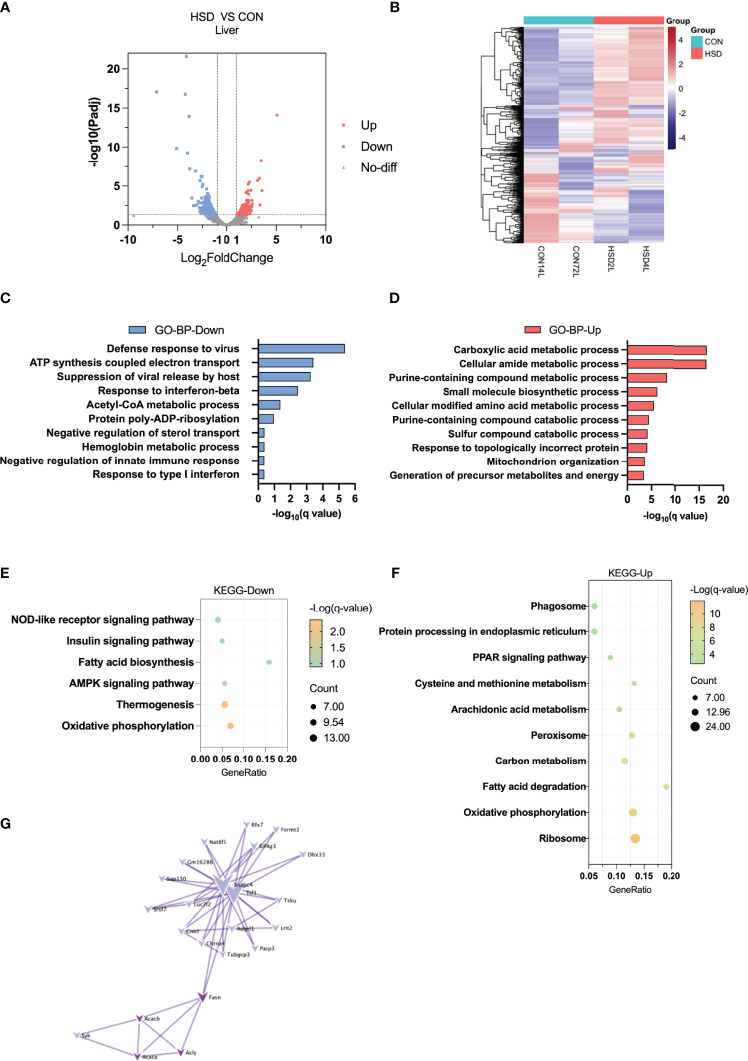
Transcriptome analysis of liver tissue in the high-salt diet (HSD) vs. CON groups of mice. **(A)** Volcano plot showing DEGs (up- and downregulated) from liver tissue in HSD group compared with CON group. The red dots represent the upregulated genes, and the blue dots represent the downregulated genes. **(B)** Heatmap showing gene expression patterns in the liver of HSD group compared with CON group. **(C, D)** Gene Ontology analysis of the biological process of upregulated **(C)** and downregulated **(D)** differential genes from liver tissue in HSD group compared to CON group. **(E, F)** KEGG analysis assessing the pathways associated with the upregulated **(E)** and downregulated **(F)** gene sets from liver tissue in HSD group compared to the CON group. **(G)** Protein–protein interaction analysis of downregulated differential genes in the liver of HSD group mice.

The liver has recently been recognized as an endocrine organ that secretes hepatokines, which are liver-derived factors that can signal to and communicate with distant tissues. 

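*Igfbp2* (ENSMUSG00000039323, chromosome 1, 72824503 to 72852474) had 69.6 ± 61.8 FPKM (SD, n = 2) in the CON group and 485.6 ± 87.3 (SD, n = 2) in the HSD group of the study's liver libraries, on 365 to 10535 fragments. This gave a log2 fold change of 3.14 (standard error 0.73, adjusted p = 0.0591 from limma). CON16L had 207.9 and HS5L 122.4 FPKM, and over all 6 libraries the groups overlapped and the log2 fold change was 1.84 (standard error 0.88, adjusted p = 0.764 from limma). With the mitochondrial share of a library as a covariate, it was 0.58. The settings that moved the value over the study's libraries most were quantile normalization, with 2.28, and leaving out CON14L, with 2.08, and its adjusted p from limma ranged from 0.00299 to 0.192 across the alternatives.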

We discovered in our study that expression level of several reported hepatokines was altered in the liver of HSD mice, including *Tsku*, *Manf*, and *Igfbp2* (**Supplementary Table 5**). Previous studies have already indicated that *Tsku* could likely improve energy homeostasis by regulating thermogenesis, level of which was induced in insulin resistance. In addition, *Manf* is also a newly reported feeding induced hepatokine, which could ameliorate diet-induced obesity by promoting adipose browning. Thus, our data suggested that HSD is probably associated with altered level of hepatokines and lipid metabolism in liver tissue.

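Lists that describe the composition of the RNA differed between the liver groups as well. In the study's libraries, the median log2 fold change was 1.41 for cytosolic ribosomal proteins (limma's camera, adjusted p = 1.1e-13), 1.34 for 52 hepatocyte markers (limma's camera, adjusted p = 1.65e-08), 1.30 for nuclear-encoded oxidative phosphorylation (limma's camera, adjusted p = 8.7e-10) and −1.34 for mitochondrially encoded proteins (limma's camera, adjusted p = 4.77e-12). Without CON14L, the first 3 were 0.86, 0.67 and 0.56, and without CON72L they were 1.93, 2.03 and 2.07. Over all 6 libraries, the medians were 0.58, 0.77, 0.37 and −0.60, and oxidative phosphorylation was no longer past the threshold (limma's camera, adjusted p = 0.104). There, without CON14L, the ribosomal and hepatocyte medians were 0.13 and 0.26 and that of oxidative phosphorylation was −0.20. Without HS5L the ribosomal median was 1.00 and the mitochondrial median −1.11, without HS4L the latter was −0.32, and without CON16L oxidative phosphorylation had 0.94. The share of mitochondrial fragments was lower in HS2L and HS4L than in CON14L and CON72L, and higher in HS5L than in CON16L. Of the paper's upregulated liver DEGs, 86.7% were lower in HS5L than in CON16L, and of its downregulated DEGs, 77.7% were higher. Skeletal muscle in CON16L may contribute to these values. From the altered hepatokines and lipid genes, the paper proposes that HSD is probably associated with changed hepatokines and lipid metabolism of the liver.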

### Decreased Lipid Metabolism and Reduced Lipogenesis in eWAT of HSD Group of Mice

Heatmap and volcano plot showed most DEGs between HSD and CON group of liver tissue (**Figures 3A, B**). In eWAT of HSD mice, GO analysis of BP showed that negative regulation of hydrolase activity, carboxylic acid metabolic process, and triglyceride metabolic process were downregulated (**Figures 3C, D**). 

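The 36 DEGs that Supplementary Table 4 gives for negative regulation of hydrolase activity had a median log2 fold change of −1.44 over the study's libraries, and the 14 given for triglyceride metabolic process had −1.45. With all 6 libraries, the medians were −1.37 (34 genes) and −1.44 (13 genes). In HS5W, 32 of the 34 and 13 of the 13 were below every CON library. The study picked these genes on its own libraries, so only HS5W is a separate check, and it was compared with the same CON libraries. The mean FPKM in liver was more than 10 times that in control eWAT for 21 of the 36 genes and 8 of the 14. Carboxylic acid metabolic process was not analysed here for this tissue.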

KEGG pathway analysis also confirmed that HSD could downregulate cholesterol metabolism and increase fatty acid degradation (**Figure 3E** and **Supplementary Table 4**). 

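The 8 DEGs that Supplementary Table 4 gives for cholesterol metabolism all had a mean FPKM in liver more than 10 times that in control eWAT. Of these, 7 were tested over the study's libraries, with a median log2 fold change of −1.87, and 6 over all libraries, with −2.36. The list of cholesterol biosynthesis, a different set of genes of which 2 are eWAT DEGs of the paper, had −0.13 over the study's libraries with 10 of 19 genes lower (limma's camera, adjusted p = 0.0147) and −0.20 over all libraries with 14 of 19 lower (limma's camera, adjusted p = 0.00218). Without HS3W these medians were −0.60 and −0.57, and without HS2W they were 0.52 and −0.079, so the direction over the study's libraries rested on single libraries. Of 10 splits of the libraries, 8 and 7 gave a median as large (exact permutation test, p = 0.8 and 0.7). The list of fatty acid degradation, none of which are eWAT DEGs of the paper, had −0.22 over the study's libraries with 20 of 24 genes lower (limma's camera, adjusted p = 0.00142) and −0.075 over all libraries with 19 of 24 lower (limma's camera, adjusted p = 0.0797). Without HS3W these medians were −0.021 and 0.049, without HS2W the former was −0.50, and with limma's arrayWeights the latter was 0.024. As large a median came from 4 and 10 of 10 splits (exact permutation test, p = 0.4 and 1).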

PPI network analysis of DEGs further showed that genes involved in seretomes including *Apoa2*, *Apoab*, *Serpins*, and *Alb* were mainly downregulated in eWAT of HSD induced mice group; whereas upregulated genes were distributed in different scattered clusters (**Figures 3F, G**). However, GO and KEGG analysis showed no significant pathways enriched in muscle tissue of HSD, indicating the effect of HSD on muscle tissue was minimal (**Supplementary Figure 3**). 

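*Alb* (ENSMUSG00000029368, chromosome 5, 90460897 to 90476602) fell from 109.6 ± 56.6 FPKM (SD, n = 3) to 5.58 ± 3.22 (SD, n = 2) in the study's eWAT libraries, on 95 to 5929 fragments. Its log2 fold change was −4.14 (standard error 0.59, adjusted p = 0.165 from limma). *Apoa2* (ENSMUSG00000005681, chromosome 1, 171225054 to 171226379) fell from 48.4 ± 24.6 (SD, n = 3) to 2.96 ± 1.41 (SD, n = 2) FPKM, a log2 fold change of −3.77 (standard error 0.48, adjusted p = 0.165 from limma). *Apob* (ENSMUSG00000020609, chromosome 12, 7977648 to 8016835), which the sentence writes as *Apoab*, fell from 0.812 ± 0.424 (SD, n = 3) to 0.0485 ± 0.0356 (SD, n = 2) FPKM on 4 to 248 fragments, a log2 fold change of −1.20 (standard error 0.42, adjusted p = 0.231 from limma). *Apoa1* and *Apoc3* had log2 fold changes of −4.55 and −2.45. HS5W had 5.87 FPKM of *Alb*, 0.996 of *Apoa2* and 0.0219 of *Apob*. In all 6 libraries together, the log2 fold changes of *Alb* and *Apoa2* were −4.08 and −4.15, each with an adjusted p of 0.0884 from limma, and *Apob* fell under the limit on mean FPKM and was not tested. All 5 genes are among 52 hepatocyte markers, and *Alb* had 5154 to 38080 FPKM in the liver libraries. The hepatocyte markers, of which 30 are eWAT DEGs of the paper, had a median log2 fold change of −2.03 over the study's libraries (39 of 43 lower, limma's camera, adjusted p = 2.07e-23) and −2.28 over all libraries (38 of 42 lower, limma's camera, adjusted p = 1.32e-31). In either set, 34 genes passed when adjusted over the list alone and 0 over all genes. No other split of the libraries gave a median as large (exact permutation test over 10 splits, p = 0.1, the smallest they can give). Of the paper's upregulated genes found among the deposited values, 662 of 662 were above every CON library in HS3W, 493 in HS2W and 228 in HS5W. In 151 genes only HS3W was above, and 479 were highest in HS3W. The term spermatogenesis of the upregulated genes had a median log2 fold change of 1.76 over the study's libraries (53 genes) and 1.22 over all libraries (52 genes), and cilium movement had 1.65 (24 genes) and 1.20 (23 genes). From the enriched terms, the paper proposes that lipid metabolism decreased and lipogenesis was reduced in eWAT.

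**Figure D3:**
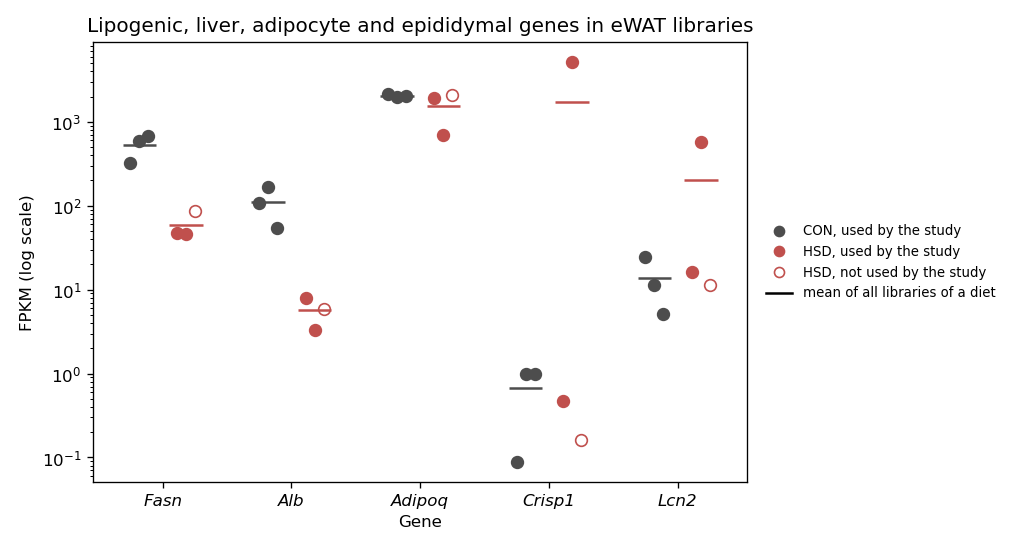
FPKM of *Fasn*, *Alb*, *Adipoq*, *Crisp1* and *Lcn2* in each eWAT library on a log axis, by diet. Filled points are libraries used by the study, and the hollow point is HS5W, which it did not use. *Crisp1*, an epididymal gene, was at 5110 FPKM in HS3W and under 1 FPKM in every other eWAT library, and *Lcn2* was highest in HS3W (576.7 FPKM).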

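In muscle, the interferon-stimulated genes had a median log2 fold change of −0.50 with 24 of 24 genes lower (limma's camera, adjusted p = 1.53e-09), where 12 genes passed when adjusted over the list alone and 3 over all genes. Macrophage markers had −0.61 with 9 of 11 lower (limma's camera, adjusted p = 0.000242), where 6 passed over the list alone and 2 over all genes. Cytosolic ribosomal proteins had 0.21 with 71 of 74 higher (limma's camera, adjusted p = 2.18e-11), but 0.068 without HS3M and 0.39 without HS2M, and 0 genes passed. Cholesterol biosynthesis had −0.17 (limma's camera, adjusted p = 0.0365), but with the replicate number as a block it was not past the threshold (limma's camera, adjusted p = 0.0566). De novo lipogenesis (median −0.35, −0.23 without CON71M) and fatty acid degradation (−0.12) were not past the threshold, with an adjusted p of 0.0874 and 0.345 from limma's camera. The alternative that moved the interferon-stimulated genes most was quantile normalization, with −0.36. From the absence of enriched pathways, the paper reasons that the effect of HSD on muscle was minimal.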

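De novo lipogenesis, a list of 16 genes of which 8 are eWAT DEGs of the paper, had a median log2 fold change of −1.27 over the study's eWAT libraries with 13 of 16 genes lower (limma's camera, adjusted p = 2.24e-07). It was −1.26 over all 6 libraries with 15 of 16 genes lower (limma's camera, adjusted p = 5.1e-07). When adjusted over the list alone, 8 and 5 genes passed, and 0 passed over all genes. No other split of the libraries gave a median as large in either set (exact permutation test over 10 splits, p = 0.1, the smallest they can give). The alternative that moved it most was limma's arrayWeights, with −1.33 over the study's libraries and −1.11 over all, and without HS3W the median over all libraries was −0.99. Adipocyte markers had −0.80 (limma's camera, adjusted p = 0.00015) and −0.54 (limma's camera, adjusted p = 0.00292), but −0.029 and −0.014 without HS3W, and −1.59 over the study's libraries without HS2W. Nuclear-encoded oxidative phosphorylation had −0.34 (71 of 75 lower, limma's camera, adjusted p = 1.64e-19) and −0.22 (69 of 75 lower, limma's camera, adjusted p = 3.64e-13), the latter −0.34 without HS5W.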

Our results suggested a decrease in lipid metabolism and a reduction of lipogenesis in eWAT of HSD mice group.

**Figure 3:**
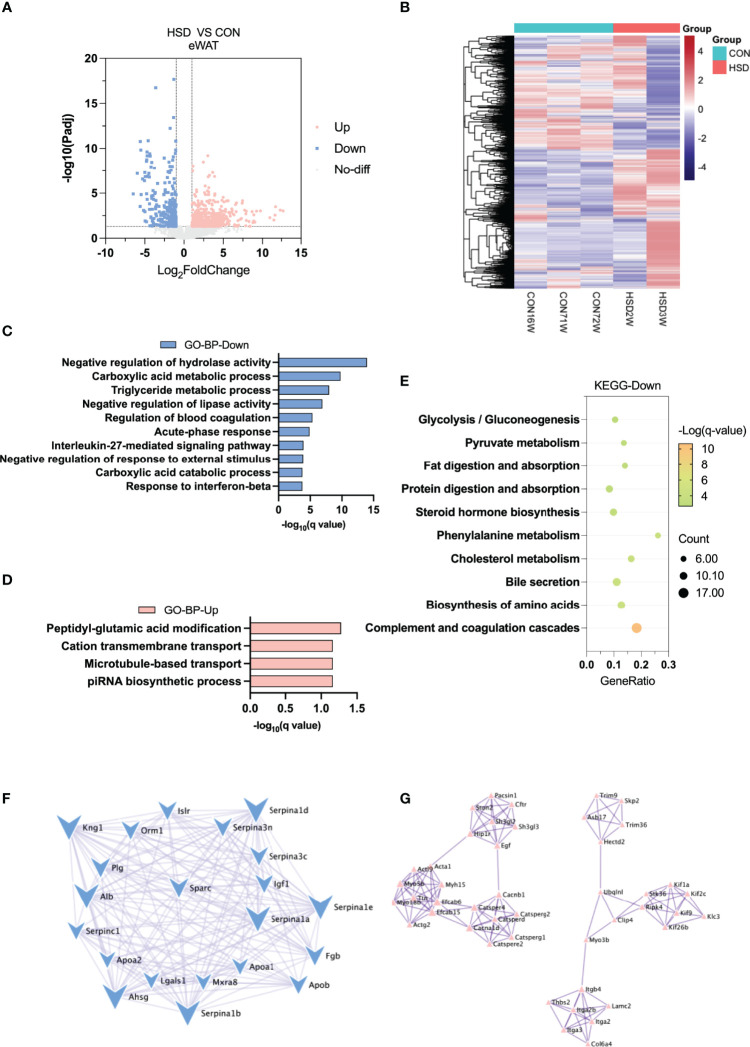
Transcriptome analysis of eWAT in the high-salt diet (HSD) vs. CON groups of mice. **(A)** Volcano plot showing DEGs (up- and downregulated) from eWAT in HSD group compared with CON group. The red dots represent the upregulated genes, and the blue dots represent the downregulated genes. **(B)** Heatmap showing gene expression patterns in eWAT of HSD group compared with CON group. **(C, D)** Gene Ontology analysis of the biological process of upregulated **(C)** and downregulated **(D)** differential genes from eWAT in HSD group compared to CON group. **(E)** KEGG analysis assessing the pathways associated with downregulated gene sets from eWAT in HSD group compared to the CON group. **(F, G)** Protein–protein interaction analysis of upregulated **(F)** and downregulated **(G)** differential genes in eWAT of HSD group mice.

### Identification of Secretomes Distinctively Altered in Metabolic Tissues of HSD Groups of Mice

To identify possible role of organokines involved and further understand the possible cross-talk between metabolic organs induced by HSD, we overlapped DEGs in three metabolic tissues with a mouse secretome database (NCBI GEO, accession number: GSE54650) (**Figure 4** and **Supplementary Table 5**). 

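Supplementary Table 5 lists 29 upregulated and 15 downregulated secretome genes of liver, 1 more downregulated gene than the text gives. Over the study's libraries, all 44 changed in the listed direction with an unadjusted p under 0.05, with a median log2 fold change of 1.81 for the upregulated and −1.41 for the downregulated genes. All 29 and all 15 passed when adjusted over the list alone, and 2 and 1 passed over all genes. The paper picked the list on these libraries, so this is not independent evidence. Over all 6 libraries the medians were 1.09 and −0.75. There 8 and 4 genes had an unadjusted p under 0.05, 1 and 0 passed over the list alone and 0 over all genes. Of the upregulated genes 13.8% were higher in HS5L than in CON16L, against 43.6% of all genes, and of the downregulated genes 20% were lower, against 56.4% of all genes. The secretome database itself was not used here.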

Notably, 29 upregulated and 14 downregulated hepatokines were detected in liver tissue from HSD group of mice compared to their controls (**Figure 4A**). Among these genes, *Tsk*, *Manf*, and *Kcp* have been reported to be involved in energy expenditure and metabolic disorders (**Figure 4D**). Together, a total of 30 adipokines were detected upregulated and 70 downregulated in eWAT of HSD group (**Figure 4B**). Among them, *Lcn2* and *Angptl2* have been reported to promote inflammation and insulin resistance (**Figure 4E**). 

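*Manf* (ENSMUSG00000032575, chromosome 9, 106838312 to 106891979) rose from 11.5 ± 7.50 FPKM (SD, n = 2) to 35.8 ± 0.71 (SD, n = 2) in the study's libraries, on 167 to 1332 fragments. The log2 fold change was 1.75 (standard error 0.48, adjusted p = 0.0757 from limma). CON16L had 25.9 and HS5L 6.31 FPKM, and over all 6 libraries the groups overlapped, with a log2 fold change of 0.52 (standard error 0.77, adjusted p = 0.848 from limma). *Kcp* (ENSMUSG00000059022, chromosome 6, 29473162 to 29507952) fell from 4.85 ± 1.88 (SD, n = 2) to 1.66 ± 0.066 (SD, n = 2) FPKM on 130 to 366 fragments, a log2 fold change of −1.26 (standard error 0.31, adjusted p = 0.0637 from limma). It had 2.41 FPKM in CON16L and 4.81 in HS5L, and over all 6 libraries −0.55 (standard error 0.45, adjusted p = 0.764 from limma). With the mitochondrial share of a library as a covariate, the log2 fold change of *Kcp* was 0.080. Of Fig. 4D, *Igfbp4*, *Rbp4*, *Col5a3* and *Col3a1* had log2 fold changes of 1.75, 2.52, −1.56 and −1.04 over the study's libraries and of 1.03, 1.35, −0.59 and −1.05 over all, and with that covariate *Col5a3* had 0.18.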

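Supplementary Table 5 lists 30 upregulated and 71 downregulated secretome genes of eWAT, where the text gives 70 downregulated. In the study's libraries, 28 of the upregulated genes were tested, with a median log2 fold change of 2.22. Of these, 7 had an unadjusted p under 0.05, 0 passed when adjusted over the list alone and 0 over all genes. The 68 downregulated genes tested had a median of −1.44, and all 68 passed over the list alone and 0 over all genes, on a list that the paper picked on these libraries. With all 6 libraries the medians were 1.47 (28 genes, of which 3 had an unadjusted p under 0.05 and 0 passed over the list alone) and −1.40 (67 genes, of which 61 passed over the list alone and 0 over all genes). In HS5W, 28.6% of the upregulated genes were above every CON library, against 34.1% of all genes, and 97% of the downregulated genes were below every CON library, against 29.8%. Of the 30 upregulated genes, 28 were highest in HS3W, and 14 were above every CON library in HS3W alone. For 30 of the 71 downregulated genes, the mean FPKM in liver was more than 10 times that in control eWAT.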

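*Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) had 24.8, 11.4 and 5.16 FPKM in the CON libraries CON16W, CON71W and CON72W, and 16.0 and 577 FPKM in the HSD libraries HS2W and HS3W of the study. This gave a log2 fold change of 3.03 (standard error 1.62, adjusted p = 0.338 from limma), and the groups overlapped. Without HS3W it was 0.47, and without HS2W 5.60. HS5W had 11.5 FPKM, and over all 6 libraries the log2 fold change was 2.03 (standard error 1.56, adjusted p = 0.514 from limma). *Angptl2* (ENSMUSG00000004105, chromosome 2, 33216069 to 33247717) fell from 30.0 ± 0.71 FPKM (SD, n = 3) to 13.8 ± 7.27 (SD, n = 2), on 668 to 3095 fragments. Its log2 fold change was −1.19 (standard error 0.33, adjusted p = 0.188 from limma) over the study's libraries and −0.90 (standard error 0.36, adjusted p = 0.297 from limma) over all 6 libraries, where HS5W had 24.2 FPKM. Without HS3W, the former was −0.65. *Gdf15*, also in Fig. 4E, had a log2 fold change of 1.16 over the study's libraries and 0.94 over all, each HSD library lying above each CON library.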

Meanwhile, a total of seven myokines were detected significantly downregulated in the muscle of HSD group (**Figure 4C**); however, none of them was reported in muscle BP.

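Of the 7 muscle genes in Supplementary Table 5, 6 passed the limit on mean FPKM and were tested. All 6 were lower in each HSD library than in each CON library, with a median log2 fold change of −1.18, and all 6 had an adjusted p under 0.05 from limma, over all genes and when adjusted over the list alone. The paper picked these genes on the same libraries, so this is not independent evidence.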

**Figure 4:**
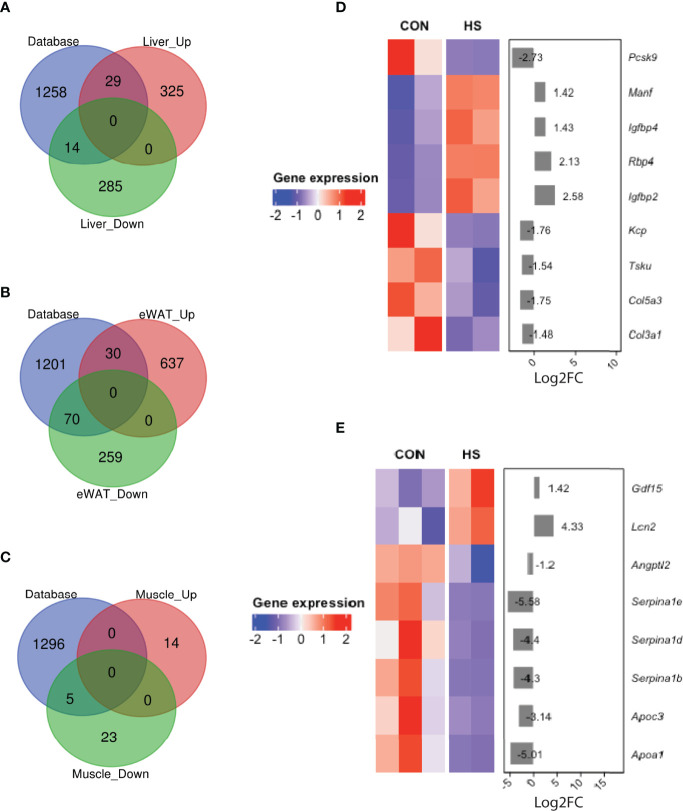
DEGs of secretomes detected in HSD mouse metabolic tissues. **(A–C)** Venn diagram showing organokines detected by overlapping DEGs with mouse secretome database in **(A)** liver, **(B)** eWAT, and **(C)** muscle tissue of HSD mouse model. **(D, E)** Key secretomes differentially expressed in liver tissue **(D)** and eWAT **(E)** of HSD mice group.

## Discussion

It is already well known that high-salt intake is harmful to human health. Recent studies showed that a high intake of dietary salt (NaCl) has been implicated in the development of hypertension, chronic inflammation, and autoimmune diseases (11, 12). Previous studies have already testified that high-salt diet could activate certain immune cells and thus exacerbate experimental models of autoimmunity (11, 13, 14). As is known to all, metabolic disorders, such as obesity, non-alcoholic steatohepatitis (NASH), and others, are closely related to chronic inflammation (15). For example, inflammation is one of the hallmarks of NASH, the progressive state of non-alcoholic fatty liver disease (NAFLD) (15). The endocrine function of the liver, adipose, and hepatic tissues is of great value in NASH development. These tissues can produce different biomarker peptides, namely, organokines (including hepatokines, adipokines, and myokines, respectively) that cross-talk through autocrine, endocrine, and paracrine pathways (8, 16). The combined action of organokines is related to health or to the pathological process of several diseases (8). With the increase in adipose tissue mass, there is an increase in the secretion of pro-inflammatory organokines, contributing to metabolic disorders such as insulin resistance and metabolic syndrome (9). Two major goals of this study were i) to gain better understanding of the effect of high-salt intake on metabolism and ii) to provide clues of a possible regulatory mechanism underlying HSD induced metabolic changes.

In our study, we used a mice model fed with 8% high-salt diet plus 0.9% saline, examined metabolism at the whole-body level, and used transcriptome analysis to expose mechanisms at the molecular level. As we expected, HSD could inhibit RAAS (renin angiotensin aldosterone system) level and significantly increase urine Na^+^ output. Interestingly, we found that fat deposition in liver and WAT both decreased following *ad lib* feeding of the HSD diet for 12 weeks. According to previous clinical and preclinical studies, HSD has certain role in the development of NAFLD (4, 6, 17). We assumed that the discrepancies between our findings with previous studies might due to different high-salt diet composition. On the basis of calculation of daily food and water intake, the total daily sodium intake was increased by 20-fold in our HSD group compared to normal diet group. Because daily sodium intake was much higher in our study than in previous study, it might result in different metabolic status as well. However, HSD group of mice showed no significant difference in energy expenditure even with more feed intake and decreased body weight, suggesting that salt intake alone might have a lesser impact on body metabolism compared to other diets such as high fat or western diet.

In our RNA-seq results of liver, we found genes related to lipogenesis were significantly decreased in mice of HSD group, including those involved in fatty acid and lipid biosynthesis and transport (*Fasn*, *Scd1*, *Acaca*, *Fabp1*, *Fabp5*, etc.). 

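*Scd1* had 396.9 ± 224.0 FPKM (SD, n = 2) in the CON group and 262.2 ± 117.8 (SD, n = 2) in the HSD group of the study's liver libraries, a log2 fold change of −0.55 (standard error 0.69, adjusted p = 0.610 from limma). It was −1.40 after quantile normalization, the alternative that moved it most, −1.16 without CON14L and 0.060 without CON72L. *Fabp1* had 4502 ± 3655 (SD, n = 2) and 4880 ± 682 (SD, n = 2) FPKM, a log2 fold change of 0.40 (standard error 1.008, adjusted p = 0.809 from limma), which was 1.34 without CON72L, −0.55 without CON14L, −0.48 after quantile normalization and −0.37 with mitochondrially encoded genes left out. *Fabp5* had 0.913 ± 0.096 (SD, n = 2) and 1.28 ± 0.59 (SD, n = 2) FPKM on 23 to 63 fragments, a log2 fold change of 0.29 (standard error 0.31, adjusted p = 0.531 from limma), which was 0.64 without HS2L, −0.053 without HS4L and −0.26 with mitochondrially encoded genes left out. The groups overlapped for all 3 genes. CON16L and HS5L had 276.0 and 111.4 FPKM of *Scd1*, 6577 and 2265 of *Fabp1*, and 2.39 and 0.328 of *Fabp5*. In all 6 libraries together, the log2 fold changes were −0.80, −0.25 and −0.40, with an adjusted p of 0.764, 0.919 and 0.792 from limma, and that of *Fabp1* was 0.12 without HS5L.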

We further identified the expression changes of several reported hepatokines changed by HSD. 

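*Tsku* (ENSMUSG00000049580, chromosome 7, 98350668 to 98361328) had 43.1 ± 4.40 FPKM (SD, n = 2) in the CON group and 17.3 ± 7.98 (SD, n = 2) in the HSD group of the study's liver libraries, on 369 to 1290 fragments. The log2 fold change was −1.37 (standard error 0.44, adjusted p = 0.0932 from limma), a 2.58-fold lower value on this scale. CON16L had 24.4 and HS5L 36.6 FPKM, so the groups overlapped over all 6 libraries, where the log2 fold change was −0.72 (standard error 0.48, adjusted p = 0.764 from limma). Leaving out mitochondrially encoded genes moved it most, to −2.14 over the study's libraries, and its adjusted p from limma ranged from 0.00254 to 0.193 across the alternatives there.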

Of note, the level of a well-known hepatokine, Tsukushi (TSK), decreased by 2.8-fold change after 12 weeks of HSD. TSK is an inducible hepatokine that regulates energy expenditure least, in part, through brown fat sympathetic innervation (18). Hepatic and plasma levels of TSK were strongly induced by different stimuli that increased thermogenesis and energy expenditure, including adrenergic agonists and cold exposure (19). Apart from TSK, another hepatokine, *Manf*, also attracted our attention due to its role in energy expenditure. Mesencephalic astrocyte–derived neurotrophic factor (*Manf*) is a feeding-induced hepatokine, which plays a crucial role in regulating thermogenesis in adipose tissue (20). However, the expression levels of TSK and *Manf* were inconsistent with each other in the liver of HSD mice, suggesting a more complex cross-talk by secretomes between metabolic tissues in HSD mice model.

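Over the study's libraries, *Tsku* was lower and *Manf* higher in the HSD group under every alternative. The log2 fold changes ranged from −2.14 to −1.34 and from 1.02 to 1.80 with all of these libraries. With 1 library left out, they ranged from −1.84 without HS2L to −0.89 without HS4L for *Tsku* and from 1.07 without CON14L to 2.43 without CON72L for *Manf*. Over all 6 libraries, the alternatives gave −1.09 to −0.70 and 0.15 to 1.09. Leaving out 1 library there gave −1.10 without HS5L to −0.29 without HS4L for *Tsku*, and −0.043 without CON14L to 1.32 without HS5L for *Manf*. With the mitochondrial share of a library as a covariate, a model chosen after the data were seen, both had negative log2 fold changes, of −0.28 and −0.60.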

Another finding in our study is a decrease of WAT volume induced by HSD. Previous study has indicated that HSD diet could depress lipogenesis, thereby contributing to reduced fat deposition in mouse adipose tissue (5). Although related study was limited, our result again verified this phenotype. 

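Whether the diet effect differed between liver and eWAT was tested by an interaction over all 18 libraries. This model shares the estimate of a gene's spread over the tissues. The median dispersion within groups, a spread beyond counting error, was 0.0902 in liver, 0.0243 in eWAT and 0.0137 in muscle. The p-values of differences that involve liver may therefore be too small. For de novo lipogenesis, the median difference between the 2 log2 fold changes was 0.32 (limma's camera, adjusted p = 0.433), for cholesterol biosynthesis −0.28 (limma's camera, adjusted p = 0.353) and for fatty acid degradation 0.62 (limma's camera, adjusted p = 0.00166, and limma's fry, adjusted p = 0.494). The last was 1.52 over the study's 15 libraries (limma's fry, adjusted p = 0.00738) and 0.21 after quantile normalization (limma's camera, adjusted p = 0.282). Of 13067 genes, 103 had an adjusted p under 0.05 for the difference between liver and eWAT, 8 between liver and muscle, and 0 between eWAT and muscle, where 1045 had an unadjusted p under 0.05. Over the study's 15 libraries, the setting that moved these counts most, they were 3126, 1802 and 177.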

Further GO and KEGG analysis testified that lipid metabolism pathways were influenced by high-salt diet in both eWAT and liver tissues. Overlapped with secretome database, we discovered altered level of adipokines in eWAT of HSD mice group, including *Lcn2* and *Angptl2*. Both lipocalin 2 and Angptl were found at high levels in the adipose tissues of diet-induced or genetically obese mice, as well as those of obese individuals (21). In addition, we identified a significant decrease of Serpin genes (including *Serpina3b*, *Serpina3c*, *Serpina1b*, *Serpina3k*, *Serpina1d*, and *Serpina1e*) in eWAT of HSD mouse. 

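In the study's libraries, the log2 fold changes were −3.11 for *Serpina1b*, −3.20 for *Serpina1d*, −4.37 for *Serpina1e*, −3.69 for *Serpina3k* and −1.23 for *Serpina3b*, with an adjusted p from limma between 0.165 and 0.192. Each HSD library was below each CON library. With all 6 libraries, they were −3.05, −3.22, −4.30, −3.53 and −0.89, with an adjusted p from limma between 0.0884 and 0.325, and the groups overlapped for *Serpina3b*, which had 1.55 FPKM in HS5W and 1.31 to 2.62 in the CON group. The 5 genes lie between 103728156 and 104346144 on chromosome 12, and the annotated spans of *Serpina1b* and *Serpina1d* overlap. The Serpina1 and Serpina3 genes have near-identical copies, and how the reads they share were counted is not known, so the values of single members are uncertain. *Serpina1b*, *Serpina1d*, *Serpina1e* and *Serpina3k* are hepatocyte markers with 152.8 to 6575 FPKM in the liver libraries, against 4.26 to 32.8 in control eWAT. *Serpina3b* had 0 FPKM in every liver library. *Serpina1d* had 1 fragment in HS3W and 13 in HS2W.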

Serpins are a superfamily of proteins characterized by their function as serine protease inhibitors (22). So far, a total number of 36 serpins have been identified (23, 24). These proteins are expressed in all the organs and are involved in multiple important functions such as hormone transportation, mediating insulin sensitivity, and inflammatory response (22, 23). Previous studies indicated the association of deficiency or overexpression of certain types of serpins with diverse pathophysiological events (24). 

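*Serpina3c* (ENSMUSG00000066361, chromosome 12, 104146382 to 104153870) had 98.8 ± 9.98 FPKM (SD, n = 3) in the CON group and 37.1 ± 21.3 (SD, n = 2) in the HSD group of the study's eWAT libraries, on 600 to 3700 fragments. This gave a log2 fold change of −1.52 (standard error 0.38, adjusted p = 0.176 from limma). HS5W had 55.8 FPKM, and over all 6 libraries the log2 fold change was −1.29 (standard error 0.37, adjusted p = 0.201 from limma), with each HSD library below each CON library. Without HS3W, the log2 fold change over the study's libraries was −0.91. In the liver libraries, the gene was at 0.194 FPKM or less.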

Of note, Serpina3c, which has been reported as a critical factor regulating adipogenesis by modulating IGF1 and intergrin signaling pathway (25), was detected down regulated in the eWAT of HSD mouse. We found very few DEGs in the muscle tissue of HSD mice group. 

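Of the muscle genes in Table 2, *Fbxo32* (ENSMUSG00000022358, chromosome 15, 58175879 to 58214932) rose from 58.3 ± 9.39 FPKM (SD, n = 3) to 149.1 ± 35.4 (SD, n = 3), on 3829 to 16964 fragments. Its log2 fold change was 1.33 (standard error 0.19, adjusted p = 0.0213 from limma). *Myom3* (ENSMUSG00000037139, chromosome 4, 135759715 to 135815564) fell from 9.83 ± 0.81 (SD, n = 3) to 4.57 ± 0.065 (SD, n = 3) FPKM, a log2 fold change of −1.02 (standard error 0.11, adjusted p = 0.00911 from limma). With a pseudocount of 1, *Myom3* had −0.96 and was no longer a DEG. The adjusted p from limma ranged from 0.00273 to 1 for *Fbxo32* and from 0.00354 to 1 for *Myom3* across the alternatives. Apart from *Fbxo32*, the largest rises among the muscle DEGs were those of *Tpx2* (log2 fold change 1.68), *Tnfrsf12a* (1.45), *Pim1* (1.41) and *Slc38a2* (1.23). The largest falls were those of *Aqp4* (−1.68), *Tnfaip2* (−1.67), *Nmrk2* (−1.63), *Col3a1* (−1.46) and *Best3* (−1.30).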

Further pathway analysis failed to enrich pathway, indicating HSD has little impact on muscle tissue.

Although we failed to map DEGs to disease ontology pathway due to our special diet model (data not shown), the results of RNA-seq in our high-salt mouse model are in well accordance with phenotypes observed in our study. Our comprehensive transcriptional sequencing analysis provided a new sight into HSD on daily health and metabolism and the underlying molecular mechanisms it correlates. However, several limitations should be pointed out in our study. First, the HSD mice model used in our study could not mimic high-salt diet in our daily life. Second, our present study is a descriptive study; functional experiments should be carried out to testify the underlying mechanisms. However, as far as we know, our study is the first to provide clues of high-salt diet–induced metabolic effects from transcriptome levels and thus might provide theoretical evidence and also some new insights for understanding high-salt diet and its related effects apart from adverse cardiovascular outcomes.

## Conclusions

Our study investigated the mechanisms of changed gene expression pattern of metabolic organs induced by high salt in terms of whole transcriptome profiling.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository, accession number GSE197972.

## Ethics Statement

The animal study was reviewed and approved by Shanghai Jiaotong University.

## Author Contributions

YL, TL, and LW participated in the conception and design of the study. FM and JX carried out animal handling in the study. JL, GY, and LF provided help in animal handling. FM and EW carried out data analysis and interpretation of data and wrote the manuscript. EW and YJ provided help in data interpretation. TL and YL revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work is supported by National Key Research and Development Program of China (2018YFA0800402), National Natural Science Foundation of China (82100847 and 81900727), and Fund for Excellent Young Scholars of Shanghai Ninth People’s Hospital, Shanghai JiaoTong University school of Medicine (No. JYYQ004).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

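RNA of liver, eWAT and muscle was measured in 18 libraries, 3 of CON mice and 3 of HSD mice for each tissue. The authors trimmed reads with cutadapt, aligned them to mm10 with hisat2 and computed FPKM per gene with cuffdiff from an Ensembl annotation, and the FPKM as deposited were used here. The release of the annotation and any filter on genes are not stated. The paper mentions a batch-effect correction of normalized counts without naming the values it was applied to. The values list 21899 genes. They were tested for whole fragments with the union of exons of GENCODE M21 as gene length: 18343 of 18822 genes above 0 were whole in all 18 libraries at that length, and another whole-number length was found for the other 479. The sum of the recovered fragments differed from the fitted library total by at most 115. In simulated data of 18649 genes, the recovery returned 99.99% of the values. Reads were not aligned again, and raw counts were not used here.

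Tissue and diet of a library were taken from its label and sample record. Each tissue was fitted alone by limma (version 3.58.1, R 4.3.3) on log2(FPKM + 0.5) with diet as the only term, for genes with a mean FPKM of at least 0.5, with eBayes and a trend of the variance with the mean. Fold changes are on this log2(FPKM + 0.5) scale, which understates the change of genes with low FPKM. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Liver and eWAT were fitted over the study's libraries and over all libraries. The difference of the diet effect between tissues was an interaction in 1 limma model of all 18 libraries, which shares the estimate of a gene's spread over the tissues. DESeq2, the tool of the authors, needs counts and was not run on FPKM. It was not run on the recovered fragments either, so how far the choice of tool accounts for differences from the paper was not tested. In simulated data with the same library totals, limma called 97% of the changed genes for the study's liver libraries (192 of 198, with 8 unchanged genes called). It called 92.3% for all liver libraries (181 of 196, with 10) and 98.5% for either set of eWAT (195 of 198, with 2 and 3). For muscle it called 98% (193 of 197, with 1). The simulation gave all genes of a fit the same spread between libraries and placed large changes only in well-covered genes. It held no library with other tissue or with a differing mitochondrial share. These rates therefore do not show how many real changes a fit missed.

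Lists of genes were tested with limma's camera at an inter-gene correlation of 0.01, and the p-values were adjusted over the lists of a tissue. The lists were de novo lipogenesis (16 genes), cholesterol biosynthesis (20), fatty acid degradation (25), interferon-stimulated genes (33, of which 31 are in the file), macrophage markers (13), hepatocyte markers (52), adipocyte markers (14), blood cell markers (5), epididymal epithelium markers (28), male germ cell markers (21), motile cilia genes (19), pancreatic acinar markers (10), cytosolic ribosomal proteins (77), mitochondrially encoded proteins (13), nuclear-encoded oxidative phosphorylation (90, of which 75 are in the file) and Y-linked genes with *Xist* (5, of which 4 are in the file). A list of 30 skeletal muscle markers was added after the values were seen. No gene is in more than 1 of the lists. In the mean of HS2W and HS5W, the number of genes at 1 FPKM or more was 16 of the hepatocyte, 4 of the epididymal, 14 of the germ cell, 13 of the cilia, 15 of the skeletal muscle and 0 of the pancreatic list. The study's eWAT DEGs hold 30, 8, 5, 2, 6 and 0 of these lists.

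Genes named in the text are those the paper names for a tissue, the 5 with the largest rise and the 5 with the largest fall among the DEGs whose groups do not overlap, and members of the lists. Of the genes that the paper names, 1 is not reported here. The samples, comparisons, thresholds, lists, this rule and the following alternatives were set before the data were examined: a pseudocount of 0.1 or 1, no filter or a mean FPKM of at least 1, median-ratio scaling, quantile normalization, all tissues in 1 fit, limma's arrayWeights, eBayes without trend, adjusted p alone, mitochondrially encoded genes left out and FPKM rescaled, the replicate number as a block, each library left out in turn, limma's fry, camera with an estimated correlation, the mouse as a random block and the study's libraries alone. Added after the data were seen were limma voom on the recovered fragments, with library totals or median-ratio library sizes, and the mitochondrial share of a library as a covariate beside diet over all liver libraries.

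CON and HSD mice are different animals, and only the replicate number could pair their libraries. As a check, deviations of libraries from the mean of their group were correlated across genes between CON and HSD libraries of the same number. In muscle, the correlations were 0.383, 0.177 and 0.184, so the value with this block is given beside the count of muscle DEGs.

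Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Wilson intervals at 95% confidence cover counting error only.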

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

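Explanations were tested in this part and in the other observations. The tests of liver RNA in control eWAT and of epididymal tissue in HS3W were chosen before the data were examined. So were those of compression by the mitochondrial share and of other splits of the libraries. The other tests of an explanation were chosen only after the result was seen. The comparisons, lists and alternatives were those set out with the processing, with the additions named there.

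The diet effect differed between liver and eWAT for genes of the hepatocyte list, by a test of the difference itself. That test shares the estimate of a gene's spread over the tissues, and the spread was largest in liver. Its p-values, here and for the other differences between tissues below, may therefore be too small. The difference of the log2 fold changes was 2.31 for *Apob*, 4.27 for *Apoa1*, 4.08 for *Serpina1b* and 4.83 for *Serpina1e* (adjusted p of 0.0278, 0.0364, 0.0391 and 0.0456 from limma), and for the hepatocyte markers the median difference was 2.76 (limma's fry, adjusted p = 0.0112). A technical explanation is hepatocyte RNA or tissue in the control eWAT libraries. The excess of a control library over the HSD libraries was close to a fixed share of liver FPKM, with a median share of 0.463% in CON16W, 0.718% in CON71W and 0.218% in CON72W, and the upper quartile of this share was at most 2.98 times the lower. *Alb* had 108, 167 and 53.9 FPKM in these libraries and 7.85, 3.30 and 5.87 in HS2W, HS3W and HS5W. Hepatocyte RNA in control eWAT may therefore account for the fall of these genes, and a diet effect on their expression in fat cells was not tested apart from it.

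*Acacb* differed between liver and eWAT by −3.12 and between liver and muscle by −2.71 (adjusted p of 0.00534 and 0.0434 from limma for the difference itself). Across the alternatives the adjusted p from limma ranged from 0.00273 to 0.0181 for liver and eWAT and from 0.00563 to 0.206 for liver and muscle, where it was 0.0704 with a pseudocount of 1 and 0.206 with quantile normalization. *Acacb* was lower in each HSD liver library than in each CON liver library, the libraries that the study did not use included. Its log2 fold change over all liver libraries was −2.53 with the mitochondrial share as a covariate. The composition of the liver libraries may add to this difference, and a response to the diet in liver is the biological explanation that the design gives.

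The Y-linked genes and *Xist* differed between liver and eWAT by a median of −0.36 (limma's fry, adjusted p = 0.0489). With quantile normalization the adjusted p of fry was 0.117, and over the study's 15 libraries 0.0883 with a difference of −0.47. The list has 4 genes, and *Ddx3y* was present in every library, at 7.45 to 12.5 FPKM in liver. No explanation was tested.

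HS3W held a signal that the paper does not report. The median FPKM of the 28 epididymal epithelium markers was 419 in HS3W and at most 0.131 in the other eWAT libraries. *Gpx5* had 6610 and *Crisp1* 5110 FPKM in HS3W. *Svs5* and *Svs2*, which are named for seminal vesicle secretion, had 10300 and 4510 FPKM in that library. The mean level of the list in HS3W was 8.81 above the next HSD library on the log2 scale. Epididymal tissue dissected with the fat of this mouse is a candidate explanation, and a diet effect would have to act in 1 of 3 HSD mice. Epididymal tissue was not told apart from seminal vesicle or other tissue of the male tract. The list had a median log2 fold change of 4.65 over the study's libraries (0.41 without HS3W, 9.23 without HS2W) and 3.03 over all libraries (0.78 without HS3W, 4.70 without HS2W). Without HS3W, *Lcn2* had a log2 fold change of 0.239 over all libraries, so its rise may come with this tissue. The adipocyte markers, at 225 FPKM in HS3W and 573 to 641 in the other eWAT libraries, had −0.014 without it, and dilution of the fat fits their fall. De novo lipogenesis kept −0.994 without it, which dilution does not account for.

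HS2W held another signal, in transcripts of male germ cells. Their median FPKM was 4.41 in HS2W, against 0.124, 1.34 and 0.0544 in CON16W, CON71W and CON72W, 1.27 in HS3W and 0.376 in HS5W. *Prm1* had 139 FPKM in HS2W, 44.6 in HS3W, 6.42 in HS5W and at most 6.82 in the CON libraries. The list had a median log2 fold change of 3.44 over the study's libraries (1.81 without CON72W) and 2.43 over all libraries. The motile cilia genes had 1.08 (0.61 without CON72W) and 0.69 (0.37 without CON72W, 1.08 without HS5W). Neither cells carried over from the testis or epididymis nor an effect of the diet was tested for these lists.

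CON16L, a liver library that the study did not use, held skeletal muscle transcripts. The median FPKM of 30 skeletal muscle markers was 63 there and at most 0.231 in the other liver libraries, with *Acta1* at 1990 and *Ckm* at 239 FPKM. The excess was 5.17% of muscle FPKM in the median, and the upper quartile of this share was 2.52 times the lower, which fits skeletal muscle tissue in this library. No biological explanation was tested.

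The pair of liver libraries that the study did not use went against its DEGs. Of the upregulated genes 86.7% were lower, and of the downregulated genes 77.7% higher, in HS5L than in CON16L. The share of mitochondrial fragments was 44.39% in HS5L and 25.71% in CON16L, while in the study's libraries the CON group had the higher share. Variation of this share between libraries, whatever the diet, is a candidate explanation. The 86.7% cannot test it, since it is the observation to be explained. The share may reflect how the tissue or RNA was handled or a state of the liver. Skeletal muscle in CON16L may also contribute.

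In the eWAT library that the study did not use, 34.2% of the study's upregulated genes lay above every CON library, as often as all genes tested (34.1%). Differences of HS2W and HS3W whatever the diet fit this value. Of the downregulated genes, 94.8% lay below every CON library in HS5W, against 29.8% of all genes. The downregulated genes were picked against the same CON libraries, so the 29.8% is not their value without a diet effect. How far differences of HS2W and HS3W account for these falls therefore cannot be decided from this comparison. A diet effect and liver RNA in the control libraries may both contribute to these falls.

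Interferon-stimulated genes were lower in muscle, where the paper reports no pathway, with a median log2 fold change of −0.50. They were also lower in liver and in eWAT, with a median of −0.84 over the study's eWAT libraries (29 of 30 lower) and −0.66 over all eWAT libraries. Macrophage markers fell with them, with medians of −0.63 over the study's liver libraries (−0.31 without HS2L), −0.75 over all liver libraries, −0.80 over the study's eWAT libraries (−0.26 without HS3W, −1.33 without HS2W) and −0.77 over all eWAT libraries. The smallest ratio of the macrophage median to the interferon median was 0.719, in the study's liver libraries, and fewer macrophages in HSD mice and lower expression of these genes cannot be told apart. The interferon-stimulated genes of liver had −0.395 with the mitochondrial share as a covariate and −0.58 without it, so part of their fall remained in that model. The model was chosen after the data were seen. Its covariate and the diet are not independent over 6 libraries, so it cannot rule out the share. The unused liver pair, HS5L against CON16L, showed no fall of these genes beyond that of all genes (medians of −0.125 and −0.12). Macrophage markers were lower there in 10 of 10 genes, with a median of −0.776, so they differed in this pair without the interferon-stimulated genes. What the skeletal muscle transcripts of CON16L bring to this difference was not tested. With 1 library of each diet, this pair leaves both explanations open. A response to the diet in all 3 tissues is the biological explanation that the design gives. The libraries of the 3 tissues come in part from the same mice, so the falls are not independent of each other. Another difference between the CON and HSD mice was not tested.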

How the results depend on the processing

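The tests of other splits of the libraries were chosen before the data were examined. Of the results with a test under the alternatives set then, 513 values of gene lists kept their direction and side of the threshold, 98 became weaker and 11 stronger. For named genes these numbers were 787, 39 and 90. Of the counts, 174 stayed within 1.5 times the value reported and 37 moved. Under the alternatives added after the data were seen, 106 values of lists were the same, 9 weaker and 3 stronger, 196 of genes were the same and 14 weaker, and 36 counts were the same and 5 moved. These totals leave out the fits without 1 library, every reversal, and the changes in total numbers of DEGs, in numbers of genes that differ between tissues and in de novo lipogenesis. The reversals and these changes are given below with their values. Limma's fry and camera with an estimated correlation change only the p-values of lists. Counts of DEGs without 1 library were not run for the study's liver libraries or without an HSD library for the study's eWAT libraries, since a group would keep a single library.

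The 35 liver DEGs over the study's libraries became 19 with a pseudocount of 0.1, 238 with a pseudocount of 1, 0 with no filter (3211 genes at an unadjusted p under 0.05), 322 at a mean FPKM of at least 1, 6 with quantile normalization, 1817 with all tissues in 1 fit, 757 with arrayWeights, 3 with eBayes without trend, 196 with mitochondrially encoded genes left out, 3 and 9 with limma voom on fragments (library totals and median-ratio library sizes, chosen after the data were seen) and 0 with all libraries (592 genes at an unadjusted p under 0.05). Over all liver libraries, the 0 DEGs became 41 with all tissues in 1 fit and 926 with arrayWeights, which gave HS2L a weight of 35.352 against 0.165 for HS5L. They ranged from 0 without CON14L to 1 without CON16L. In eWAT, the 0 DEGs over the study's libraries (2720 genes at an unadjusted p under 0.05) became 570 with all tissues in 1 fit, and the 0 over all libraries (2298 such genes) became 161 with all tissues in 1 fit and 220 with arrayWeights, and ranged from 0 without CON16W to 160 without HS3W. The 35 muscle DEGs became 7 with no filter, 5 with all tissues in 1 fit, 97 at an adjusted p alone and 63 with limma voom on fragments, and ranged from 10 without CON72M to 61 without HS2M. With all tissues in 1 fit, the spread is shared between tissues and more libraries estimate it. With no filter, more genes enter the adjustment. The cause of the other changes was not tested.

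The replicate number as a block gave 54 muscle DEGs, of which 39 were downregulated. It made muscle cholesterol biosynthesis weaker (−0.17, camera adjusted p = 0.0566 from limma, range over its alternatives 0.019 to 0.519) and oxidative phosphorylation over all liver libraries stronger (0.37, camera adjusted p = 0.0376 from limma, range 0.00424 to 0.804), and changed no other call. In liver and eWAT, CON and HSD libraries share only a number: the correlations of deviations were −0.473, 0.395 and −0.213, and −0.197, 0.061 and 0.414, and the block left 0 DEGs with 462 and 1888 genes at an unadjusted p under 0.05.

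Other splits of the libraries into 2 groups were counted as well. Over all liver libraries, 10 of 10 splits gave as many DEGs as the real one, since it gave 0, and another split gave up to 454. That split set CON14L, CON72L and HS5L, the liver libraries with the highest mitochondrial shares (60.82%, 37.84% and 44.39%), against the others. An unadjusted p under 0.05 was as frequent in 3 of 10 splits, with up to 3576 genes. In eWAT, 10 of 10 splits gave 0 DEGs, and the real split had the most genes at an unadjusted p under 0.05, the next having 479 over all libraries and 412 over the study's. In the study's liver libraries, the other 2 splits gave 0 DEGs and at most 55 such genes. In muscle, 1 of 10 splits, the real one, gave as many DEGs. Of the 4 splits that part all 3 pairs by number, the others gave 0 DEGs and at most 231 genes at an unadjusted p under 0.05, and of those that keep a pair together, CON16M with CON71M and HS2M gave the most, 1464. With 10 splits, real and chance groupings cannot be told apart.

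For medians of lists, as large a value came over all liver libraries from 3 of 10 splits for cholesterol biosynthesis and hepatocyte markers, 4 for fatty acid degradation and 1, the real one, for macrophage markers. It came from 1 and 2 of 10 splits for the interferon-stimulated genes and from 3 and 2 for the macrophage markers over the study's and all eWAT libraries. In muscle, this number was 1 for cholesterol biosynthesis, interferon-stimulated genes and macrophage markers, 2 for de novo lipogenesis, 3 for fatty acid degradation and 9 for hepatocyte markers. The study's liver libraries have only 3 splits, of which the real one gave the largest median for each of these lists.

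Directions changed in some results, of which part are given with the results themselves. *Fabp1* in the study's liver libraries (0.40) was −0.48 with quantile normalization and −0.37 with mitochondrially encoded genes left out, and *Fabp5* (0.29) was −0.26 with the latter. Over all liver libraries, *Fabp1* ranged from −0.86 without CON14L to 0.12 without HS5L, *Manf* from −0.043 without CON14L to 1.32 without HS5L, and oxidative phosphorylation from −0.20 without CON14L to 0.94 without CON16L. Fatty acid degradation over all eWAT libraries (−0.075) was 0.024 with arrayWeights and ranged from −0.22 without HS5W to 0.049 without HS3W. With the mitochondrial share as a covariate, chosen after the data were seen, *Manf* was −0.60, *Kcp* 0.080, *Col5a3* 0.18, ribosomal proteins −0.165, fatty acid degradation −0.098 and oxidative phosphorylation −0.45. The cause was not tested apart from the shares themselves.

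De novo lipogenesis kept its direction everywhere but was no longer past the threshold with fry or with an estimated correlation. Its adjusted p from limma was 0.175 and 0.516 over the study's liver libraries (−0.93), 0.127 and 0.158 over all liver libraries (−0.55), 0.0596 and 0.39 over the study's eWAT libraries (−1.27), and 0.0821 and 0.531 over all eWAT libraries (−1.26). The smallest camera p among the alternatives was 3.13e-11, 2.2e-14, 2.89e-08 and 3.66e-09, and the largest were those of the estimated correlation.

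The 103 genes with a difference between liver and eWAT became 53 with quantile normalization and 3126 over the study's 15 libraries. The 8 between liver and muscle became 5 with a pseudocount of 0.1, 13 with a pseudocount of 1, 5 with quantile normalization and 1802 over the 15 libraries. The 0 between eWAT and muscle (1045 genes at an unadjusted p under 0.05) became 22 with a pseudocount of 1, 10 with quantile normalization and 177 over the 15 libraries. With the mouse as a random block (correlation 0.022), they were 106, 8 and 0 (the last with 1085 genes at an unadjusted p under 0.05). Depth limits genes such as *Chrna4*, *Ptgds* and *Serpina1d*, which had 10 fragments or fewer in some HSD libraries.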

Differences from the paper's values

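A gap is called closed where a count lies within 1.5 times the paper's count, or a log2 fold change within its own standard error of the paper's value. A setting can thus close a gap through a larger standard error, without a value nearer to the paper's.

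For counts of DEGs, the paper's 653 in liver compare with 35 here. Of the alternatives set before the data were examined, limma's arrayWeights (757) closed the gap and the others did not. The paper's 354 upregulated compare with 20, closed by a mean FPKM of at least 1 (253), and the paper's 299 downregulated with 15, closed by all tissues in 1 fit (306). No single setting closed all 3. In eWAT, the paper's 996 and the paper's 667 upregulated compare with 0 and 0, which none of the alternatives closed, and the paper's 329 downregulated with 0, closed by all tissues in 1 fit (248). In muscle, the paper's 57 compare with 35, closed by a pseudocount of 0.1 (51), arrayWeights (48), mitochondrially encoded genes left out (43), the replicate block (54) and leaving out HS2M (61), and not by the others. The paper's 43 downregulated compare with 24, closed by the same settings (38, 35, 31, 39 and 48). Limma voom on fragments, chosen after seeing the values, gave 63 and 50, and with median-ratio library sizes 49 and 36, and also closed both.

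For liver genes of Table 2, the paper's log2 fold changes compare as follows, with the alternatives that closed the gap. *Thrsp*: the paper's −4.31 against −3.84, closed by median-ratio scaling (−4.20), quantile normalization, all tissues in 1 fit (−3.84, the same value with a larger standard error), mitochondrially encoded genes left out (−4.62), and leaving out CON14L (−4.02) or HS4L. The paper's supplement gives −4.13 for *Thrsp* in liver, from which −3.84 does not differ by this rule. *Dhcr7*: the paper's −1.91 against −1.49, closed by a pseudocount of 0.1 (−1.64), median-ratio scaling (−1.81), quantile normalization (−1.72), mitochondrially encoded genes left out (−2.25) and leaving out CON14L (−1.68). *Acaca*: the paper's −1.31 against −0.93, closed by a pseudocount of 0.1 (−1.07), median-ratio scaling (−1.24), quantile normalization (−1.11), mitochondrially encoded genes left out (−1.67) and leaving out HS4L (−1.13). *Mvd*: the paper's −1.62 against −1.30, closed by a pseudocount of 0.1 (−1.39), median-ratio scaling (−1.63), quantile normalization (−1.67), all tissues in 1 fit (−1.30, the same value), leaving out CON72L (−1.36) or HS4L (−1.35), and all libraries (−1.44). Other alternatives did not close these gaps.

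For other liver genes, with the paper's values from its supplement, *Acacb* had the paper's −4.23 against −2.86, *Chrna4* the paper's −7.13 against −3.88 and *Ptgds* the paper's −5.10 against −3.60, which none of the alternatives set before the data were examined closed. *Cyp39a1* had the paper's 3.55 against 2.497, closed by a pseudocount of 0.1 (3.37) alone. Median-ratio scaling, quantile normalization, a pseudocount of 0.1, mitochondrially encoded genes left out and leaving out 1 CON library closed the gap, and the others did not, for *Kcp* (the paper's −1.76 against −1.26; −1.57, −1.48, −1.44, −2.02 and −1.63 without CON72L), *Col3a1* (the paper's −1.48 against −1.04; −1.34, −1.18, −1.20, −1.77 and −1.33 without CON14L) and *Aacs* (the paper's −3.86 against −3.26; −3.58, −3.73, −3.53, −4.07 and −3.61 without CON72L).

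In eWAT, *Fabp1* had the paper's −4.56 against −3.84, closed by a pseudocount of 0.1 (−4.35) and all tissues in 1 fit (−3.84, the same value). *Apob* had the paper's −4.13 against −1.20, which no alternative set before the data were examined closed. A pseudocount of 0.1 closed the gap for *Serpina1b* (the paper's −4.30 against −3.11; −3.84) and *Serpina1d* (the paper's −4.40 against −3.20; −4.32). It also closed that of *Serpina1e* (the paper's −5.58 against −4.37; −5.09) and *Serpina3k* (the paper's −4.70 against −3.69; −4.26), as did arrayWeights (−4.29 and −3.68, further from the paper's and with a larger standard error), and that of *Serpina3b* (the paper's −1.91 against −1.23; −1.71), as did quantile normalization (−1.69). *Apoc3* had the paper's −3.14 against −2.45, closed by a pseudocount of 0.1 (−2.85), quantile normalization (−2.80), arrayWeights, and leaving out CON16W (−2.51), CON72W (−2.83) or HS2W (−2.81). The other alternatives set before the data were examined did not close these gaps.

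In muscle, again with values of the supplement, *Tpx2* had the paper's 2.00 against 1.68, closed by a pseudocount of 0.1 (1.87) alone. *Pim1* had the paper's 1.62 against 1.41, closed by a pseudocount of 0.1 (1.48), median-ratio scaling (1.46), quantile normalization (1.45), all tissues in 1 fit (1.41, the same value), and leaving out CON16M (1.48), CON71M (1.45), HS2M (1.56) or HS5M (1.48). *Aqp4* had the paper's −1.81 against −1.68, closed by a pseudocount of 0.1 (−1.86), all tissues in 1 fit (−1.68, the same value), arrayWeights (−1.75), mitochondrially encoded genes left out (−1.73), and leaving out CON16M (−1.67, further away), CON72M (−1.72), HS2M (−1.71) or HS3M (−1.74). The others did not close these gaps.

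Limma voom on fragments, chosen after seeing the values, closed the gap of each of these genes but *Thrsp* in liver against Table 2, with *Acacb* at −4.00, *Chrna4* at −6.58, *Ptgds* at −4.79 and *Apob* at −3.95 (standard errors of 0.393, 1.153, 0.716 and 2.06). With median-ratio library sizes, also chosen after seeing the values, *Thrsp* was −4.28 and its gap closed. Limma voom adds no 0.5 FPKM to the values of low genes.

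In directions and genes, the discussion counts *Scd1*, *Fabp1* and *Fabp5* among the genes lowered in liver, where the log2 fold changes were −0.55, 0.40 and 0.29 over the study's libraries and none was a DEG. The text gives a rise of fatty acid degradation in eWAT, where the list of that name had a median of −0.22 over the study's libraries (−0.021 without HS3W). The paper's Supplementary Table 4 does not give that term for the upregulated genes of eWAT. The text states that the libraries of each group cluster closely, where the nearest library had the same diet for 3 of the 6 libraries in liver, 5 of 6 in eWAT and 5 of 6 in muscle. Among the study's libraries alone, this held for all but CON72L of 4 in liver, and for all but HS2W and HS3W of 5 in eWAT. Of the genes that the paper names for liver, *Thrsp* and *Acacb* were DEGs here over its libraries, and of those it names for eWAT none was. Over the study's eWAT libraries, all tissues in 1 fit called them except *Scd1*, *Alb*, *Serpina3b*, *Lcn2* and *Gdf15*, which no setting called there. *Alb* was called over all eWAT libraries with arrayWeights and without HS3W. In liver, all tissues in 1 fit also called *Fasn*, *Dhcr7*, *Lpin1*, *Mvd*, *Tsku*, *Manf*, *Igfbp2*, *Kcp*, *Igfbp4*, *Rbp4* and *Col5a3* over the study's libraries. ArrayWeights, leaving out mitochondrially encoded genes, a mean FPKM of at least 1, a pseudocount of 1 and median-ratio scaling each called part of these, and leaving out mitochondrially encoded genes called *Acly* as well. *Acaca*, *Scd1* and *Col3a1* were called only over all liver libraries with arrayWeights, and *Fabp1* and *Fabp5* under no setting.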

Other observations

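Of the 35 liver DEGs over the study's libraries, 31.4% lost their call with mitochondrially encoded genes left out, while 24 kept it, 9 upregulated and 15 downregulated. This setting moved the median log2 fold change of all genes from 0.24 to −0.43, so falls tended to grow and rises to shrink. The 15 falls that stayed therefore cannot decide whether a different mitochondrial share compresses or inflates all other genes. Of the 20 upregulated DEGs, 9 kept their call against this shift, so the shift does not account for these 9.

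Over all liver libraries, 3266 of 10317 genes had an adjusted p under 0.05 from limma for the mitochondrial share beside diet, 2351 of them falling with the share. Diet beside it had 0 DEGs and 1302 genes at an unadjusted p under 0.05, against 592 for diet alone. With this covariate, the largest median of fatty acid degradation, ribosomal and hepatocyte lists was 0.085, so variation of the share between libraries may account for their rise. De novo lipogenesis and cholesterol biosynthesis had −0.81 and −0.599, so their fall remained in this model. The covariate and the diet are not independent over 6 libraries, and a biological cause of the share was not tested.

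Of the 131 genes that were lower in eWAT without HS3W, 59 (45%) had a mean FPKM in liver more than 10 times that in control eWAT, against 2.1% of all genes tested. Liver RNA at the mean share of 0.466% would bring only a small part, under 10% of the fall, for 73 of the 131 genes (55.7%), but at least 1 part in 3 of the fall for 54. Liver RNA in the control libraries therefore does not account for most of these genes, but may bring much of the fall of the 54. A diet effect is the explanation that the design gives for the others. *Serpina3c* and *Serpina3b* had at most 0.194 FPKM in any liver library, so liver RNA does not account for their fall.

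Blood cell markers had a median log2 fold change of −1.32 over the study's liver libraries (−0.86 without CON72L), −1.85 over all liver libraries (−0.82 without CON16L), −1.30 over the study's eWAT libraries and −1.26 over all eWAT libraries (−0.020 and −0.017 without CON16W, −2.30 and −2.27 without CON71W) and −1.07 in muscle (−0.22 without CON16M, −1.69 without CON71M). Their median FPKM was 669 in CON16L, 556 in CON16W and 103 in CON16M, and 8.94 to 71.7 in the other libraries.

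Adipocyte markers had 0.35 over the study's liver libraries (0.16 without HS4L, 0.53 without HS2L, 0.58 without CON72L, 0.60 without CON14L), −0.69 over all liver libraries (0.15 without CON16L) and −0.024 in muscle (−0.16 without CON72M, 0.18 without CON71M). Ribosomal proteins had 0.11 over the study's eWAT libraries (−0.068 without HS3W, 0.25 without HS2W) and 0.080 over all eWAT libraries (−0.01 without HS3W, 0.16 without CON16W). Mitochondrially encoded proteins had −0.33 and −0.13 there (−0.33 without HS5W and −0.035 without HS3W over all libraries) and −0.048 in muscle (−0.21 without HS3M, 0.069 without HS2M).

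In muscle, oxidative phosphorylation had 0.027 (−0.089 without HS3M, 0.24 without HS2M), hepatocyte markers −0.16 (−0.74 without HS3M, 0.17 without CON71M), male germ cell markers 0.17 (−0.038 without HS2M, 0.33 without CON72M) and the Y-linked genes with *Xist* −0.024 (−0.12 without HS3M, 0.074 without HS2M). The Y-linked list had −0.26 over the study's liver libraries (−0.069 without CON14L), −0.20 over all liver libraries, 0.21 over the study's eWAT libraries (0.083 without HS3W, 0.43 without HS2W) and 0.22 over all eWAT libraries (0.14 without CON72W, 0.34 without HS2W). Pancreatic acinar markers had a median of 0 FPKM in every library.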
